# An IL-6/STAT3/MR/FGF21 axis mediates heart-liver cross-talk after myocardial infarction

**DOI:** 10.1126/sciadv.ade4110

**Published:** 2023-04-05

**Authors:** Jian-Yong Sun, Lin-Juan Du, Xue-Rui Shi, Yu-Yao Zhang, Yuan Liu, Yong-Li Wang, Bo-Yan Chen, Ting Liu, Hong Zhu, Yan Liu, Cheng-Chao Ruan, Zhenji Gan, Hao Ying, Zhinan Yin, Ping-Jin Gao, Xiaoxiang Yan, Ruo-Gu Li, Sheng-Zhong Duan

## Abstract

The liver plays a protective role in myocardial infarction (MI). However, very little is known about the mechanisms. Here, we identify mineralocorticoid receptor (MR) as a pivotal nexus that conveys communications between the liver and the heart during MI. Hepatocyte *MR* deficiency and MR antagonist spironolactone both improve cardiac repair after MI through regulation on hepatic fibroblast growth factor 21 (FGF21), illustrating an MR/FGF21 axis that underlies the liver-to-heart protection against MI. In addition, an upstreaming acute interleukin-6 (IL-6)/signal transducer and activator of transcription 3 (STAT3) pathway transmits the heart-to-liver signal to suppress MR expression after MI. Hepatocyte *Il6* receptor deficiency and *Stat3* deficiency both aggravate cardiac injury through their regulation on the MR/FGF21 axis. Therefore, we have unveiled an IL-6/STAT3/MR/FGF21 signaling axis that mediates heart-liver cross-talk during MI. Targeting the signaling axis and the cross-talk could provide new strategies to treat MI and heart failure.

## INTRODUCTION

Interorgan communication is crucial for the coordination of organ functions, maintenance of homeostasis, and disease adaptation (*1*, *2*). For example, exercise has shown cardioprotection through communication from the skeletal muscle to the heart (*3*). Previous clinical reports have suggested that normal liver function has protective effects on lungs and is essential for the recovery of lungs after injuries (*4*, *5*). Retrospective clinical studies have shown that kidney transplantation notably improves cardiac structure and function of patients with end-stage renal disease, implying a protective role of kidney-heart communication in cardiovascular diseases (*6*, *7*). However, very little is understood about the mechanistic underpinnings of organ communications.

Myocardial infarction (MI) remains the leading cause of death among cardiovascular diseases (*8*). The liver has been implied to play a protective role in the pathologic process of MI through up-regulating and secreting cardioprotective proteins, including fibroblast growth factor 21 (FGF21), bone morphogenetic protein–binding endothelial regulator, and α-1-acid glycoprotein type 2 (*9*, *10*). However, the mechanisms underlying the hepatic protective effects are poorly appreciated, the key regulators that promote the expression and secretion of hepatokines after MI remain elusive, and the upstream signals that may mediate the communication from the heart to the liver are largely unknown.

Nuclear receptors are a group of transcription factors that play critical roles in development, reproduction, homeostasis, and various diseases including cardiovascular diseases (*11*, *12*). Activation of peroxisome proliferator–activated receptors (*PPARs*), including *PPAR*α, *PPAR*β*/*δ, and *PPAR*γ, has been shown to exert beneficial effects in cardiovascular diseases such as atherosclerosis and MI (*13*, *14*). Overactivation of nuclear receptor subfamily 3 group C member 2 (*Nr3c2*; also known as mineralocorticoid receptor or *MR*) aggravates cardiovascular diseases, including hypertension, atherosclerosis, and MI (*15*–*17*). Activation of nuclear receptor subfamily 1 group D members 1 and 2 (*Nr1d1* and *Nr1d2*; also known as *REV-ERB*α and *REV-ERB*β) reduces atherosclerotic plaques and improves adverse cardiac remodeling after MI (*18*–*20*). Nuclear receptors are highly druggable targets (*21*). For example, PPARα agonists, PPARγ agonists, and MR antagonists are all clinically approved and commonly used to treat patients with metabolic and/or cardiovascular diseases (*16*, *21*). It is of great interest to explore the function of transcription factors, particularly nuclear receptors, in the cross-talk between the heart and the liver in the process of cardiovascular diseases.

In this context, we performed RNA sequencing (RNA-seq) to search for the markedly altered nuclear receptors in the liver after MI and observed substantial decrease of *MR*. We then assessed the impacts of hepatocyte *MR* deficiency on MI in mice. Subsequently, we found that FGF21 was the most notably increased secretory protein that mediated the effects of hepatocyte *MR* deficiency and spironolactone in post-MI mice and/or patients with heart failure (HF) and dissected the regulatory mechanisms of *MR* on *Fgf21*. Last, we went further to uncover the upstream mechanism that regulated hepatic *MR* to mediate the communication from the heart to the liver after MI.

## RESULTS

### Deficiency of hepatocyte *MR* improves cardiac function and decreases infarct scar size after acute or subacute MI in mice

To determine whether nuclear receptors play important roles in heart-liver cross-talk, we performed RNA-seq analysis of mouse livers 1 day after MI, detected 518 differentially expressed genes compared to sham operation, and identified three nuclear receptors among 30 differentially expressed transcription factors (Fig. 1A and fig. S1A). 

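RNA from the livers of 12 mice was sequenced 1 day after MI or sham operation, in 4 groups of 3. Littermate control (LC) mice carry MR alleles flanked by loxP sites, and hepatocyte MR knockout (HMRKO) mice carry the same alleles with Cre recombinase under the albumin promoter. Both genotypes were studied after each operation, and the labels call the LC mice wild type. The paper's methods state that livers were preserved in RNAlater, whereas the labels describe flash freezing. Both name TruSeq library preparation. The authors deposited raw counts, the number of reads per gene, for each liver under Ensembl gene identifiers. Their notes name Bowtie2 2.2.3, HISAT2 2.1.0, TopHat2, DESeq2 and the mouse build mm9 without saying what each was used for. The counting program, its annotation and its strand setting are not given in the sources used here, so reads of a gene and of an overlapping or near-identical one cannot be told apart. Total counts per liver were 25457546 to 26110605 (median 25691957) in LC + sham, 23438424 to 28001094 (median 23589569) in LC + MI, 21164728 to 22621385 (median 21432614) in HMRKO + sham and 19098704 to 28945526 (median 21149655) in HMRKO + MI. Of 50600 genes, 14266 had enough counts to be tested. Library sizes were scaled by TMM, and edgeR's quasi-likelihood test was fitted over all 12 livers, which share one estimate of the spread (biological coefficient of variation 0.209). Following the paper's methods, genes were called at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change over 1. Members of gene lists were counted at the same adjusted p and any fold change. Expression is given as TMM-normalized CPM, as mean ± SD. Mitochondrially encoded genes took 18.9% of the counts in replicate 1 of LC + MI, 10.9% and 12.3% in the other LC + MI livers, and 7.53% to 9.65% in LC + sham livers. They took 10.1%, 15.6% and 11.6% in HMRKO + sham replicates 1, 2 and 3, and 8.68% to 9.10% in HMRKO + MI livers.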

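In LC livers, 206 genes were higher and 149 were lower 1 day after MI than after sham operation. Cdkn1a (ENSMUSG00000023067), which encodes the cell cycle inhibitor p21, rose from 0.878 ± 0.297 CPM after sham operation to 22.2 ± 6.89 CPM after MI (SD, n = 3 livers each), a log2 fold change of 4.65 (standard error 0.52, adjusted p = 0.00121 from edgeR). Igdcc4 (ENSMUSG00000032816), a membrane protein of the immunoglobulin superfamily, rose from 0.208 ± 0.0524 to 4.09 ± 0.116 CPM (log2 fold change 4.26, standard error 0.24, adjusted p = 2.36e-06 from edgeR). Serpina6 (ENSMUSG00000060807), which encodes the corticosteroid-binding globulin of plasma, fell from 233 ± 32.9 to 27.9 ± 18.3 CPM, and the uridine phosphorylase gene Upp2 (ENSMUSG00000026839) fell from 313 ± 113 to 17.6 ± 12.0 CPM. Their log2 fold changes were −3.07 (standard error 0.42, adjusted p = 0.00259 from edgeR) and −4.16 (standard error 0.47, adjusted p = 0.00121 from edgeR). Of 763 transcription factors tested, listed by families of gene symbols, 7 were higher and 12 were lower. They included Srebf1 (ENSMUSG00000020538), a regulator of fatty acid synthesis, at 95.3 ± 13.6 CPM after MI and 274 ± 40.0 CPM after sham operation (log2 fold change −1.52, standard error 0.21, adjusted p = 0.00301 from edgeR). The numbers of higher and lower genes were 110 and 85 without LC + sham replicate 2, 105 and 96 without LC + sham replicate 3, 97 and 43 without LC + MI replicate 2, 96 and 47 without LC + MI replicate 3, and 275 and 280 without LC + MI replicate 1. A fit to the 6 LC livers alone gave 118 and 89, and 12 transcription factors were called without LC + MI replicate 2.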

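Genes of the circadian clock changed together in LC livers after MI. No source used here gives the times of day at which livers were taken. An effect of MI on these genes thus cannot be told apart from a difference in time of day. Of 22 measured, 2 rose and 9 fell (4 and 9 when adjusted over the list alone). The list passed camera, a test of a gene set against all other genes with a preset correlation of 0.01 (adjusted p = 2.81e-07), and also passed with an estimated correlation (adjusted p = 0.0106 from camera). Arntl (ENSMUSG00000055116), which encodes the clock activator BMAL1, rose from 0.951 ± 0.492 to 7.98 ± 1.93 CPM (log2 fold change 3.06, standard error 0.35, adjusted p = 0.00121 from edgeR). Dbp (ENSMUSG00000059824), a clock output gene, fell from 196 ± 17.7 to 9.49 ± 4.43 CPM (log2 fold change −4.37, standard error 0.27, adjusted p = 4.6e-06 from edgeR). Among 36 genes of the acute phase, the liver's response to inflammation, 6 rose and 30 did not pass (10 higher and 1 lower when adjusted over the list alone). The acute-phase protease inhibitor gene Serpina3n had a log2 fold change of 1.68 (standard error 0.21, adjusted p = 0.00151 from edgeR), and Apcs, the gene of serum amyloid P, one of 1.40 (standard error 0.25, adjusted p = 0.0114 from edgeR). The list passed camera (adjusted p = 1.77e-05) but not with an estimated correlation (adjusted p = 0.300). Of 84 genes of IL-6/JAK/STAT3 signaling, 3 rose, 3 fell and 78 did not pass (5 higher and 4 lower when adjusted over the list alone). The IL-6/JAK/STAT3 list did not pass camera in LC livers (median log2 fold change 0.06, adjusted p = 0.753). Among 23 genes of the unfolded protein response, 6 rose and 17 did not pass (12 higher when adjusted over the list alone), with an adjusted p = 2.81e-07 from camera and an adjusted p = 0.375 with an estimated correlation. Derl3, a factor of endoplasmic reticulum-associated degradation, rose from 12.3 ± 6.85 to 71.3 ± 11.7 CPM (adjusted p = 0.00246 from edgeR). Of 32 interferon-stimulated genes, 6 fell and 26 did not pass (15 lower when adjusted over the list alone), with an adjusted p = 1.14e-09 from camera and an adjusted p = 0.300 with an estimated correlation. Bst2, which encodes the antiviral protein tetherin, was at 75.6 ± 13.6 CPM after MI and 148 ± 10.9 CPM after sham operation (adjusted p = 0.00838 from edgeR). Lymphocyte markers passed camera downward with the interferon-stimulated genes (median log2 fold change −1.07, adjusted p = 0.000455, adjusted p = 0.300 with an estimated correlation), while the 11 members did not pass singly (2 lower when adjusted over the list alone). Neutrophil markers passed camera upward (median log2 fold change 1.02, adjusted p = 0.0168, adjusted p = 0.396 with an estimated correlation), and 0 of 11 passed singly. Erythroid markers passed camera downward (adjusted p = 0.00512, adjusted p = 0.375 with an estimated correlation). Ribosomal protein genes passed it upward (adjusted p = 0.0175, adjusted p = 0.611 with an estimated correlation). Of 20 markers of Kupffer cells and macrophages, 6 fell and 14 did not pass (13 lower when adjusted over the list alone), with an adjusted p = 2.77e-08 from camera and an adjusted p = 0.300 with an estimated correlation. Of 25 genes of gluconeogenesis and amino acid breakdown, 8 fell and 1 rose (11 and 2 when adjusted over the list alone). That list passed camera with an adjusted p = 4.4e-05, and had an adjusted p = 0.375 with an estimated correlation. Of 24 hepatocyte markers, 5 fell and 1 rose with it (5 and 2 when adjusted over the list alone; adjusted p = 0.00245 from camera, adjusted p = 0.375 with an estimated correlation). Of 15 mitochondrially encoded genes, 2 were higher (11 when adjusted over the list alone), with an adjusted p = 2.43e-05 from camera and an adjusted p = 0.375 with an estimated correlation.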

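Expression of Nr1d1, Nr1d2 and Nr3c2 was lower in every LC liver after MI than in every LC liver after sham operation. Nr1d1 (ENSMUSG00000020889) and Nr1d2 (ENSMUSG00000021775) encode repressors of the circadian clock, so the unknown times of day limit the reading of their falls too. Nr1d1 fell from 70.6 ± 19.4 to 13.9 ± 9.51 CPM (SD, n = 3 livers each), a log2 fold change of −2.35 (standard error 0.37, adjusted p = 0.00603 from edgeR). Nr1d2 fell from 67.8 ± 5.49 to 27.1 ± 4.69 CPM (log2 fold change −1.32, standard error 0.16, adjusted p = 0.00124 from edgeR). Nr3c2 (ENSMUSG00000031618), which encodes MR, fell from 5.67 ± 0.999 to 2.53 ± 0.896 CPM (log2 fold change −1.18, standard error 0.26, adjusted p = 0.0238 from edgeR). Of 49 nuclear receptors listed, 38 had enough counts to be tested, and these 3 passed both thresholds. The call of Nr3c2 was lost in a fit to the 6 LC livers alone (adjusted p = 0.0700 from edgeR), and without LC + sham replicate 2 (adjusted p = 0.0878), LC + MI replicate 2 (adjusted p = 0.0991) or LC + MI replicate 3 (adjusted p = 0.105).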

All three nuclear receptors—*Nr1d1*, *Nr1d2*, and *Nr3c2* (also known as *MR*)—were markedly down-regulated in the liver after MI (Fig. 1A). Previous studies have shown that the decrease of *Nr1d1* and *Nr1d2* leads to dysfunction of circadian rhythm and aggravates cardiovascular diseases (*22*, *23*). On the contrary, the reduction of *MR* mostly plays protective roles in cardiovascular diseases (*24*–*26*). In this context, we focused on the role of *MR* in the liver after MI. Results of quantitative reverse transcription polymerase chain reaction (qRT-PCR) demonstrated that the liver manifested the most notable decrease in *MR* expression compared to the other organs 1 day after MI (Fig. 1B). In addition, the hepatic expression of *MR* reached the lowest level at 1 day after MI, after which the expression gradually recovered (fig. S1B). These results indicate that the reduction of hepatic MR is an early response of the liver after MI and may exert a protective role.

**Fig. 1.**
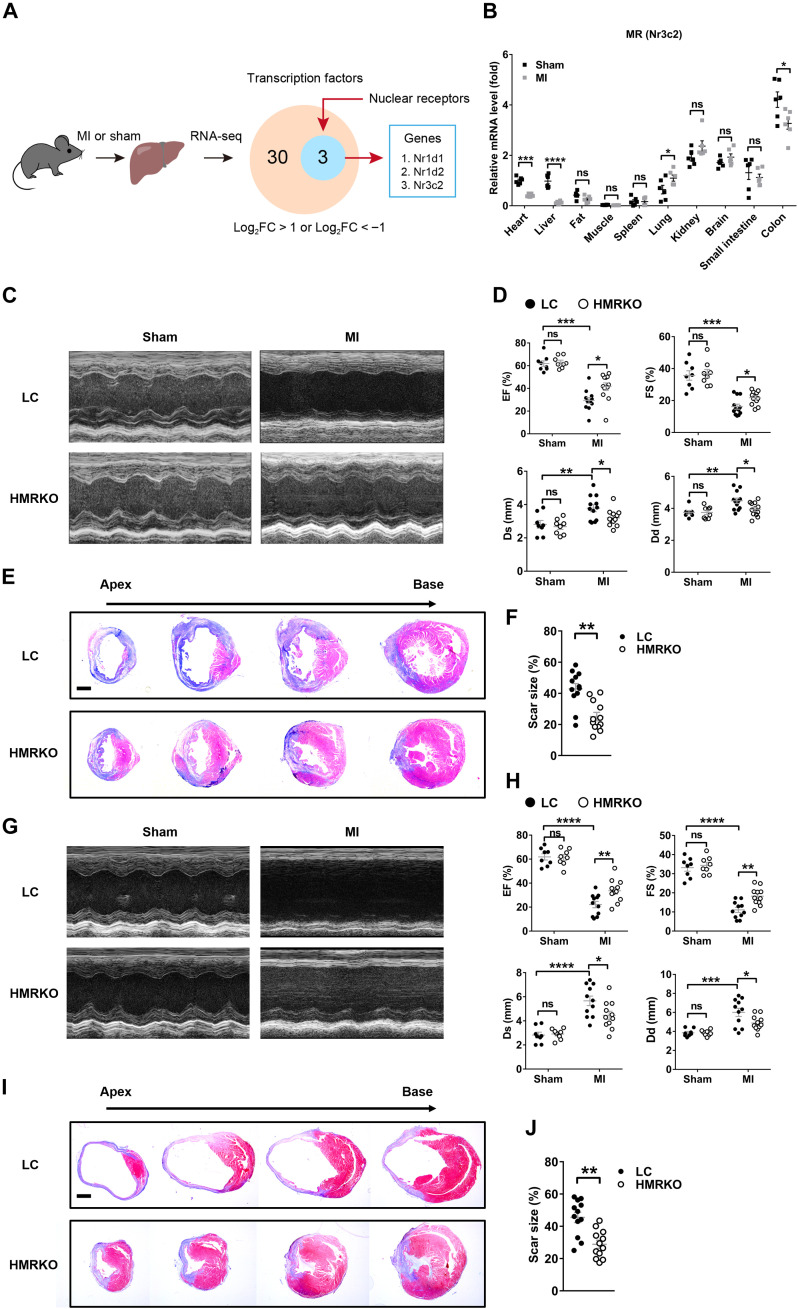
Deficiency of hepatocyte *MR* improves cardiac function and decreases scar size after acute or subacute MI in mice. (**A**) Schematic illustration of the experimental approach to identify significantly altered nuclear receptors in the liver responding to MI. The Venn diagram showed differentially expressed transcription factors and nuclear receptors in livers 1 day after MI versus sham operation. FC, fold change; *Nr1d1* and *Nr1d2*, nuclear receptor subfamily 1 group D members 1 and 2, respectively (also known as *REV-ERB*α and *REV-ERB*β); *Nr3c2*, nuclear receptor subfamily 3 group C member 2 (also known as *MR*). *n* = 3. (**B**) qRT-PCR analysis of *MR* (or *Nr3c2*) gene expression in different mouse tissues 1 day after MI. *n* = 6. (**C**) Representative images of echocardiography in littermate control (LC) and hepatocyte *MR* knockout (HMRKO) mice 1 week after MI or sham operation. (**D**) Quantifications of ejection fraction (EF), fraction shortening (FS), left ventricular end-systolic dimension (Ds), and left ventricular end-diastolic dimension (Dd) based on echocardiography. Sham, *n* = 8; MI, *n* = 12. (**E**) Representative Masson’s trichrome staining of mouse cardiac sections 1 week after MI or sham operation. Scar tissues stained blue. Scale bar, 1 mm. (**F**) Quantification of scar size in hearts exemplified in (E). *n* = 12. DAPI, 4′,6-diamidino-2-phenylindole. (**G**) Representative images of echocardiography in mice 8 weeks after MI or sham operation. (**H**) Quantifications of EF, FS, Ds, and Dd based on echocardiography. Sham, *n* = 8; MI, *n* = 11. (**I**) Representative Masson’s trichrome staining of mouse cardiac sections 8 weeks after MI or sham operation. Scale bar, 1 mm. (**J**) Quantification of scar size in hearts exemplified in (I). *n* = 12. Data are represented as means ± SEM. ns, not significant. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Hepatocyte *MR* knockout (HMRKO) mice were generated to investigate whether hepatic *MR* was involved in cardiac protection after MI. Results of qRT-PCR and Western blotting showed nearly nondetectable levels of MR in livers from HMRKO mice compared to littermate control (LC) mice (fig. S1, C and D). Moreover, the deficiency of *MR* was restricted to the liver of the HMRKO mice (fig. S1E). Echocardiography of HMRKO mice displayed significantly higher ejection fraction (EF) and fractional shortening (FS), as well as significantly lower left ventricular systolic dimension (Ds) and left ventricular diastolic dimension (Dd) than that of LC mice 1 week after MI (Fig. 1, C and D). Masson’s trichrome staining of cardiac sections from HMRKO mice showed nearly 50% reduction in infarct scar size at this time point (Fig. 1, E and F). Similarly, cardiac function was markedly improved and infarct scar size was significantly decreased in HMRKO mice compared to LC mice at 4 and 8 weeks after MI (Fig. 1, G to J, and fig. S1, F to I). These data together clearly demonstrated a protective role of hepatocyte *MR* deficiency in MI.

### Deficiency of hepatocyte *MR* inhibits adverse cardiac remodeling after MI in mice

Cardiac remodeling after MI involves several different processes, including death of cardiomyocytes, cardiac inflammation, neovascularization, cardiac fibrosis, cardiac hypertrophy, and possibly chamber dilation (HF), all of which have significant impacts on the outcome of the myocardial repair (*27*). Terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling (TUNEL) staining showed a significant reduction of apoptotic cardiomyocytes in the border region of hearts from HMRKO mice compared to LC mice 3 days after MI (Fig. 2, A and B). Consistently, HMRKO markedly decreased the level of cleaved caspase-3 in hearts after MI (fig. S2, A and B). Flow cytometry results revealed that MI-induced infiltration of CD45^+^ cells, CD64^+^Ly6G^−^ macrophages, Ly6G^+^CD64^−^ granulocytes, and CD45^+^CD3^+^ lymphocytes were considerably diminished in hearts from HMRKO mice compared to LC mice (Fig. 2, C and D, and fig. S2C). Accordingly, qRT-PCR analysis demonstrated that the expression of proinflammatory cytokines, including interleukin-6 (*Il6*), *Il1*β, tumor necrosis factor–α (*Tnf*α), and monocyte chemoattractant protein-1 (*Mcp1*), were notably decreased in HMRKO mouse hearts after MI (Fig. 2E). New blood vessel formation is necessary for recovery of tissue function after ischemia or tissue injury. Immunofluorescence staining revealed that HMRKO increased the number of blood vessels in peri-infarct regions, remote regions, and infarct regions 7 days after MI (Fig. 2, F and G, and fig. S2, D and E).

**Fig. 2.**
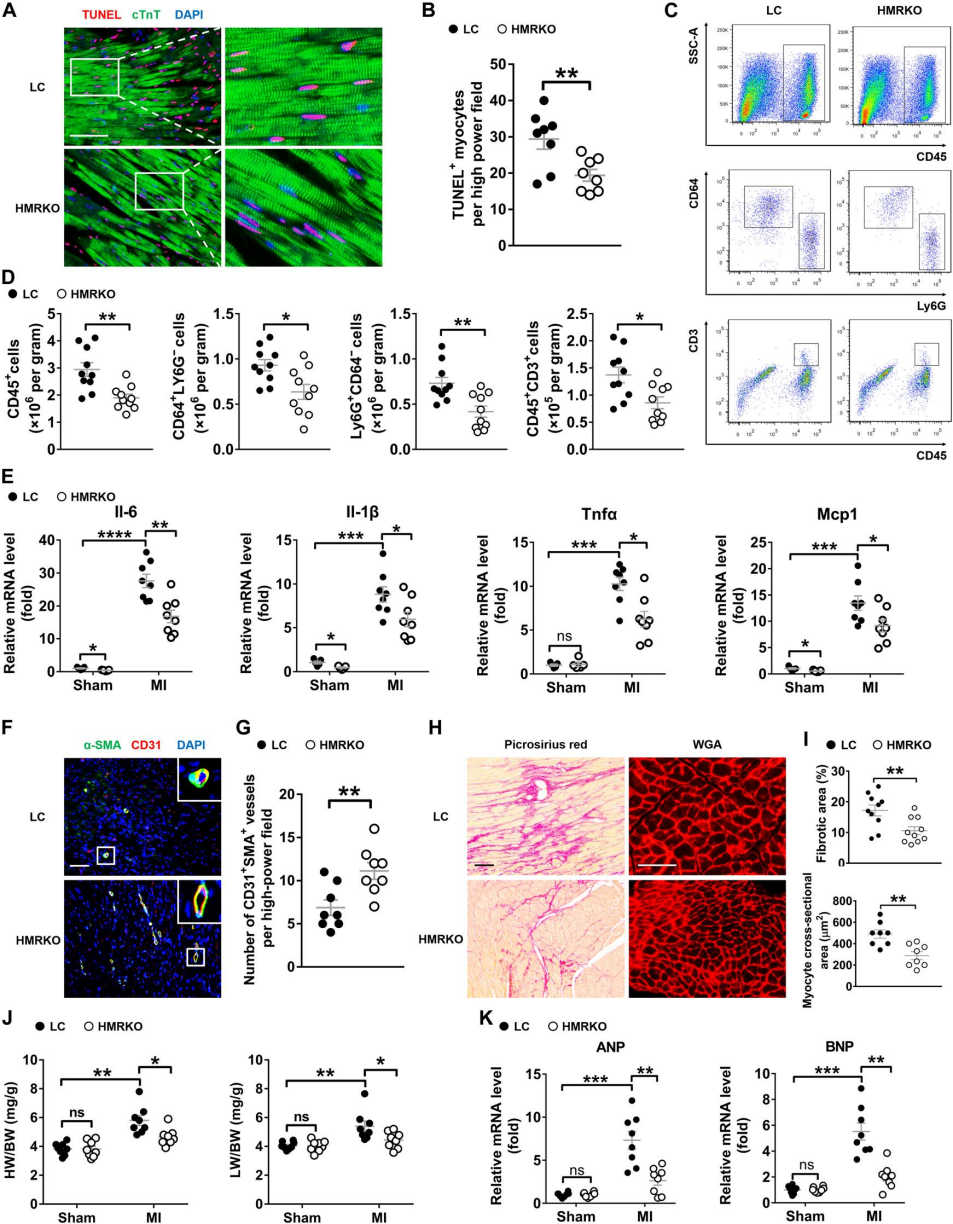
Deficiency of hepatocyte *MR* inhibits adverse cardiac remodeling after MI in mice. (**A**) Representative TUNEL staining and cardiac troponin T (cTnT) immunofluorescence staining in cardiac sections from LC and HMRKO mice 3 days after MI. (**B**) Quantification of TUNEL-positive myocytes. *n* = 8. (**C**) Representative flow cytometry analysis of CD45^+^ cells, CD64^+^Ly6G^−^ macrophages, Ly6G^+^CD64^−^ granulocytes, and CD45^+^CD3^+^ lymphocytes in mouse heart samples 3 days after MI. SSC-A, side scatter area. (**D**) Quantification of flow cytometry results. *n* = 10. (**E**) qRT-PCR analysis of proinflammatory cytokines in mouse heart samples 3 days after MI or sham operation. Sham, *n* = 5; MI, *n* = 8. (**F**) Representative immunofluorescence staining of alpha-smooth muscle actin (α-SMA) and CD31 in the peri-infarct regions of mouse heart samples 7 days after MI. (**G**) Quantification of α-SMA and CD31 dual-positive vessels in peri-infarct regions. *n* = 8. (**H**) Representative Picrosirius red staining (left) and wheat germ agglutinin (WGA) staining (right) in the noninfarct regions of mouse heart samples 8 weeks after MI. (**I**) Quantitative analyses of fibrotic area (red areas in Picrosirius red staining) and cardiomyocyte size (WGA staining). *n* = 8 to 10. (**J**) Heart weight–to–body weight ratio (HW/BW) and lung weight–to–body weight ratio (LW/BW) of mice 8 weeks after MI or sham operation. *n* = 8. (**K**) qRT-PCR analysis of *ANP* (atrial natriuretic peptide) and *BNP* (brain natriuretic peptide) gene expression in mouse heart samples 8 weeks after MI or sham operation. *n* = 8. Scale bars, 100 μm. Data are represented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Fibrosis area and cardiomyocyte size in the noninfarct region of HMRKO mouse hearts were notably smaller than those of LC mice 8 weeks after MI (Fig. 2, H and I). Consistently, the expression of fibrogenic genes was substantially decreased in the noninfarct region of HMRKO mouse hearts after MI (fig. S2F). HMRKO mice also had significantly smaller heart weight–to–body weight ratio (HW/BW), heart weight to tibal lengh ratio (HW/TL), and lung weight–to–body weight ratio (LW/BW) than LC mice, suggesting mitigated cardiac hypertrophy and HF (Fig. 2J and fig. S2G). Consistently, the MI-elevated expression of HF markers such as atrial natriuretic peptide (*ANP*) and brain natriuretic peptide (*BNP*) was markedly decreased in the hearts of HMRKO mice (Fig. 2K). Together, the deficiency of hepatocyte *MR* inhibited post-MI adverse cardiac remodeling, reflected by reduced apoptosis of cardiomyocytes, decreased inflammation, increased angiogenesis, as well as alleviated cardiac fibrosis, hypertrophy, and HF.

### FGF21 mediates the protection of hepatocyte MR deficiency on MI

We next asked what downstream mechanisms mediated the protection of HMRKO on MI. MR in the liver decreased early after MI, and HMRKO protected the heart from MI (Figs. 1 and 2 and fig. S1B), indicating that the decrease of hepatic *MR* after MI was a protective mechanism and that HMRKO might protect the heart from MI by regulation of similar hepatic genes affected by MI with same directions. 

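Nr3c2, the gene deleted in hepatocytes of HMRKO mice, was at 2.93, 3.76 and 2.55 CPM in the 3 HMRKO + sham livers and at 5.60, 6.70 and 4.71 CPM in the 3 LC + sham livers. After MI it was at 0.968 ± 0.111 CPM (mean and SD of 3 livers) in HMRKO livers and at 3.56, 2.13 and 1.90 CPM in LC livers. The difference between genotypes passed the test after MI (log2 fold change −1.36, standard error 0.29, adjusted p = 0.00505 from edgeR) but not after sham operation (log2 fold change −0.88, standard error 0.25, adjusted p = 0.471 from edgeR). That p is adjusted over all 14266 genes tested. Every HMRKO + sham liver was below every LC + sham liver, so the failed test is not evidence of equal levels. The counts cover the whole gene, so they can include reads from exons that the deletion leaves and from liver cells other than hepatocytes. Where the remaining reads come from was not tested. The paper reports nearly absent MR in HMRKO livers by qRT-PCR and Western blotting (fig. S1, C and D). Between the sham-operated groups 4 genes were called in HMRKO livers. Osbpl3, which encodes an oxysterol-binding protein, Tpm2, a tropomyosin gene, and Pparg, a nuclear receptor of lipid storage (log2 fold change 1.26, standard error 0.18, adjusted p = 0.0415 from edgeR), were higher and AA986860 was lower. At an unadjusted p 248 genes passed, DESeq2 called 35, and leaving out any of the 6 livers left 0 to 2. The livers after MI enter through the shared estimate of the spread, and 8 genes were higher and 4 lower without LC + MI replicate 1, 6 higher and 1 lower without LC + MI replicate 3, 1 higher and 1 lower without HMRKO + MI replicate 3, and 0 without LC + MI replicate 2, HMRKO + MI replicate 1 or HMRKO + MI replicate 2. Pparg did not pass without LC + sham replicate 1 (adjusted p = 0.115 from edgeR) or 2 (0.214), or HMRKO + sham replicate 1 (0.0993), 2 (0.103) or 3 (0.139), or in a fit to the 6 sham-operated livers alone (0.103), which called 1 gene in all.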

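Compared with LC livers after MI, HMRKO livers after MI had 653 genes higher and 1109 lower. Genes of cholesterol synthesis were lower as a group. Of 24 measured, 17 fell (18 lower and 1 higher when adjusted over the list alone), with an adjusted p = 2.57e-08 from camera and an adjusted p = 0.722 with an estimated correlation, a value shared by every list named here for these livers. Nsdhl, which encodes a sterol dehydrogenase of that pathway, was at 16.1 ± 6.57 CPM in HMRKO + MI and 101 ± 43.4 CPM in LC + MI (SD, n = 3 livers each; log2 fold change −2.65, standard error 0.35, adjusted p = 0.000707 from edgeR). Of 23 glucocorticoid-responsive genes, 10 were higher and 13 did not pass (10 when adjusted over the list alone; adjusted p = 4.23e-05 from camera). Klf9 (ENSMUSG00000033863), a transcription factor induced by glucocorticoids, was at 18.3 ± 4.74 CPM against 5.30 ± 1.08 CPM (log2 fold change 1.78, standard error 0.24, adjusted p = 0.000823 from edgeR). Of 20 lipid droplet genes, 7 were higher (7 when adjusted over the list alone; adjusted p = 0.0208 from camera), including Plin2, which coats lipid droplets, at 1178 ± 255 CPM against 248 ± 56.0 CPM (adjusted p = 0.000235 from edgeR). The lipid droplet list was also higher in HMRKO + sham than in LC + sham livers (adjusted p = 0.000132 from camera, adjusted p = 0.397 with an estimated correlation). Its median log2 fold change was 0.22 between these sham groups, where 0 members passed over all genes and 3 over the list alone, and 0.17 after MI. Among acute-phase genes 11 were higher and 1 was lower after MI (11 and 1 when adjusted over the list alone; adjusted p = 0.000609 from camera). The fibrinogen gene Fga had a log2 fold change of 2.26 (standard error 0.31, adjusted p = 0.000823 from edgeR). Of 84 genes of IL-6/JAK/STAT3 signaling, 21 were higher and 5 lower (21 and 5 when adjusted over the list alone; adjusted p = 0.00384 from camera). Interferon-stimulated genes were lower, 13 of 32 (13 when adjusted over the list alone; adjusted p = 0.00017 from camera), with Irf7, a regulator of the interferon response, at 13.6 ± 0.817 CPM against 28.6 ± 6.44 CPM (adjusted p = 0.00337 from edgeR). Neutrophil markers were higher, 6 of 11 (7 when adjusted over the list alone; adjusted p = 0.00384 from camera), with Retnlg at 4.86 ± 1.32 CPM against 0.681 ± 0.750 CPM. Mitochondrially encoded genes were lower, 4 of 15 (4 when adjusted over the list alone; adjusted p = 0.0208 from camera). Without LC + MI replicate 1, the liver with the highest mitochondrial share, the log2 fold change of mt-Rnr1 was −0.84 in place of −1.75, and mt-Nd3 did not pass (adjusted p = 0.0560 from edgeR). Without LC + MI replicate 1, 417 genes were higher and 636 lower.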

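At an absolute log2 fold change over 2, 61 genes were higher and 38 lower in LC + MI versus LC + sham, and 116 were higher and 291 lower in HMRKO + MI versus LC + MI. The numbers for LC + MI versus LC + sham were 35 and 28 without LC + sham replicate 2, 36 and 28 without LC + sham replicate 3, 80 and 65 without LC + MI replicate 1, 30 and 13 without LC + MI replicate 2, 30 and 18 without LC + MI replicate 3, and 36 and 22 in a fit to the LC livers alone, and with no filter 98 and 69. Those for HMRKO + MI versus LC + MI were 103 and 156 without LC + MI replicate 1, 174 and 350 without LC + MI replicate 2, and 189 and 375 with no filter. The comparisons share 11 higher and 4 lower genes. Plin4 and Cidec, which encode lipid droplet proteins, Cdkn1a, Igdcc4, Fgf21, the estrogen sulfotransferase gene Sult1e1, the phosphate transporter gene Slc34a2, RP24-302M3, E030018B13Rik, the integrin gene Itga2 and the T cell receptor costimulator gene Cd28 were higher in both. Nrep, Enho, which encodes the secreted peptide adropin, Clec2h and 1810064F22Rik were lower in both. Slc34a2 (ENSMUSG00000029188) was at 0.171 ± 0.0206 CPM in LC + sham, 1.65 ± 0.274 CPM in LC + MI and 15.9 ± 3.11 CPM in HMRKO + MI (SD, n = 3 livers each). Its log2 fold change was 3.23 in LC livers after MI (standard error 0.40, adjusted p = 0.00143 from edgeR) and 3.26 between genotypes after MI (standard error 0.29, adjusted p = 0.000235 from edgeR). Between genotypes after MI, the log2 fold change of Cdkn1a was 2.13 (standard error 0.42, adjusted p = 0.00359 from edgeR, and 1.31 without HMRKO + MI replicate 1) and that of E030018B13Rik was 2.09 (standard error 0.47, adjusted p = 0.00647 from edgeR). Clec2h had at most 3 counts in any HMRKO + MI liver, and Itga2 had at most 1 count in any LC + sham liver. The LC + MI livers enter both comparisons, with opposite signs. In 20 simulations with unchanged groups no gene was shared. Unchanged groups give few calls in either comparison, so the simulations could hardly share a gene and set no chance level. Independent lists of these sizes would share 0.496 higher and 0.775 lower genes. The 3 LC + MI livers are too few to divide between the comparisons. The shared higher genes numbered 5, 6 and 7 without LC + sham replicate 2, LC + sham replicate 3 and LC + MI replicate 2. The shared lower genes numbered 1, 1 and 2 without LC + sham replicates 1, 2 and 3, 8, 0 and 0 without LC + MI replicates 1, 2 and 3, and 2 and 1 without HMRKO + MI replicates 1 and 2, against 4 from DESeq2 and 5 at an unadjusted p over all livers. Fits to only the groups compared gave 7 shared higher genes and 1 shared lower gene.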

On the basis of this rationale, we performed RNA-seq in livers from both LC and HMRKO mice 1 day after MI or sham operation (fig. S3A), compared differentially expressed genes between LC + MI versus LC + sham and HMRKO + MI versus LC + MI using Venn diagram, and identified nine up-regulated genes and four down-regulated genes (Fig. 3A). The up-regulated *Fgf21* caught our close attention because, among the 13 genes, it was the only one that encoded a secretory protein, which made it possible for potential communications between the liver and the heart. 

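Fgf21 (ENSMUSG00000030827) encodes a hormone secreted by the liver. It was at 0.754, 0.259 and 0.261 CPM in LC + sham livers, from 21, 7 and 7 reads, and at 1.80, 3.42 and 1.63 CPM in LC + MI livers, from 36, 85 and 47 reads. In HMRKO livers it was at 0.495 ± 0.193 CPM after sham operation (mean and SD of 3 livers) and at 22.5, 13.6 and 9.84 CPM after MI. Fgf21 rose after MI in LC livers (log2 fold change 2.40, standard error 0.48, adjusted p = 0.0185 from edgeR) and was higher in HMRKO than in LC livers after MI (log2 fold change 2.74, standard error 0.40, adjusted p = 0.0011 from edgeR). After sham operation the genotypes did not differ past the test (log2 fold change 0.23, standard error 0.57, adjusted p = 0.986 from edgeR). Of 42 measured genes of secreted liver proteins, 4 were higher and 1 lower in LC livers after MI (6 and 3 when adjusted over the list alone; adjusted p = 0.279 from camera). In HMRKO + MI versus LC + MI, 8 were higher and 8 lower (8 and 8 when adjusted over the list alone; adjusted p = 0.391 from camera). Bmper, which encodes a secreted BMP-binding protein, was at 22.3 ± 9.36 CPM in HMRKO + MI and 1.78 ± 1.12 CPM in LC + MI (SD, n = 3 livers each; log2 fold change 3.62, standard error 0.62, adjusted p = 0.002 from edgeR), and Igfbp1, which encodes an IGF-binding protein, had a log2 fold change of 3.49 (standard error 0.78, adjusted p = 0.00634 from edgeR). From the place of Fgf21 among the genes that changed in the same direction in both comparisons, and from the secretion of its product, the paper reasons that it could link the liver to the heart. The rise of Fgf21 in LC livers did not pass without LC + sham replicate 2 (adjusted p = 0.0697 from edgeR), LC + sham replicate 3 (adjusted p = 0.0626) or LC + MI replicate 2 (adjusted p = 0.0726).

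**Figure D1:**
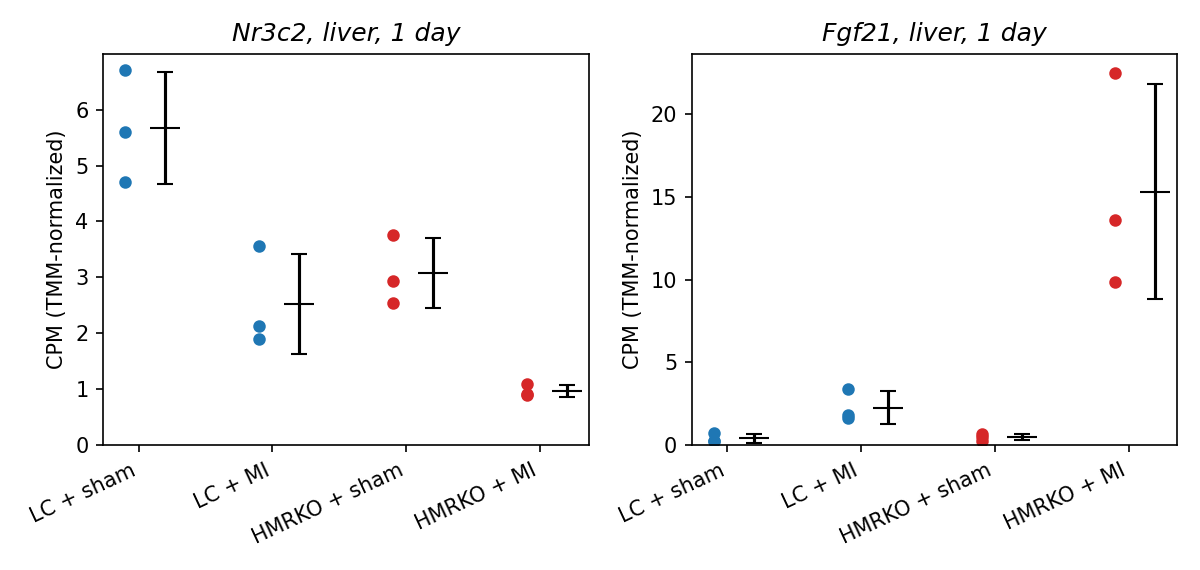
TMM-normalized CPM (vertical axes, linear) of Nr3c2 (left) and Fgf21 (right) in livers of LC and HMRKO mice 1 day after sham operation or MI. Each point is 1 liver, bars are means and error bars SDs of 3 livers, and the HMRKO + MI livers have the lowest Nr3c2 (mean 0.968) and the highest Fgf21 (9.84 to 22.5).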

Results of enzyme-linked immunosorbent assay (ELISA) and qRT-PCR demonstrated that the levels of FGF21 in plasma and livers rose rapidly after MI and peaked at day 1, coincidental with the trough time point of *MR* expression in livers (figs. S1B and S3, B and C). In addition, markedly higher levels of FGF21 were observed in HMRKO than LC mice after MI (fig. S3, B and C).

**Fig. 3.**
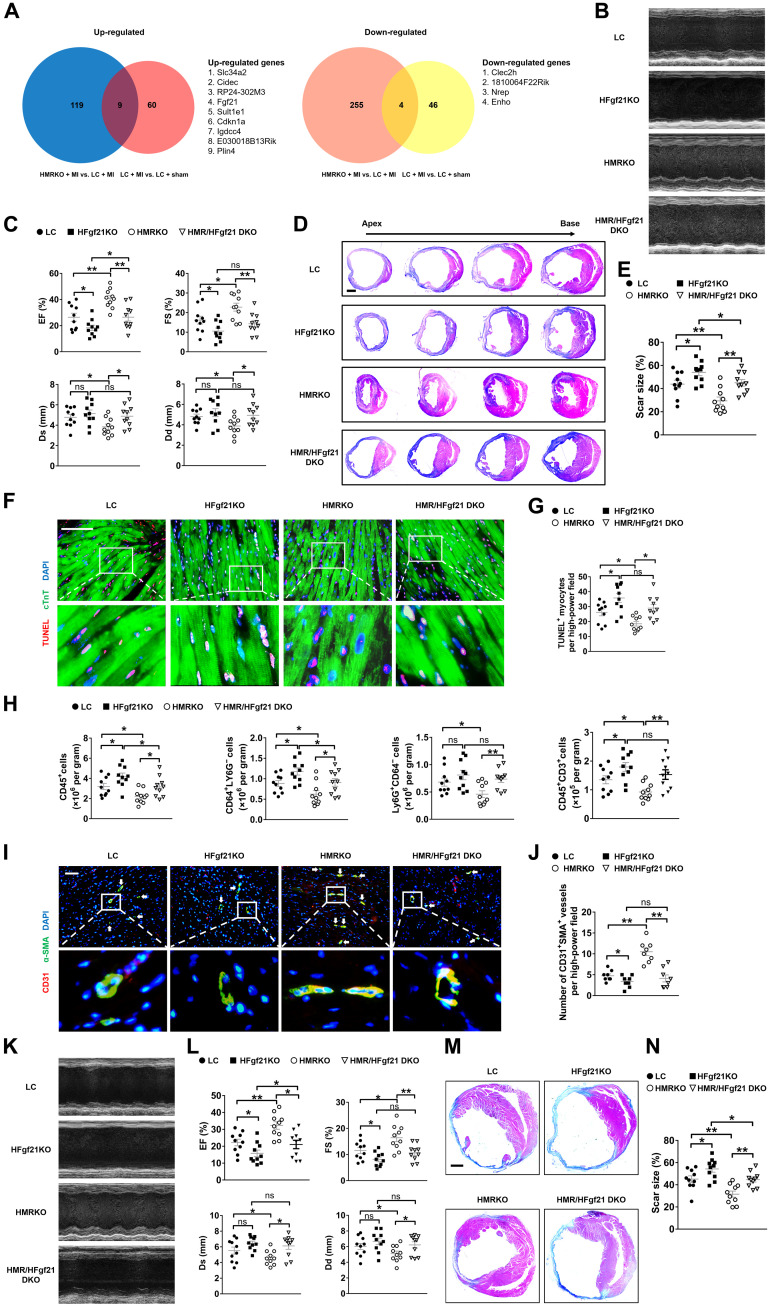
FGF21 mediates the protection of hepatocyte *MR* deficiency on MI. (**A**) Venn diagram presenting the overlap of up-regulated or down-regulated genes between HMRKO + MI versus LC + MI and LC + MI versus LC + sham in mouse livers 1 day after MI. Gene expression was measured by RNA-seq. Up-regulated genes with log_2_fold change > 2 and down-regulated genes with log_2_fold change < −2 are shown. *n* = 3. (**B**) Representative images of echocardiography in mice 1 week after MI. HMR/HFgf21 DKO indicates hepatocyte *MR* and *Fgf21* double knockout. (**C**) Quantifications of EF, FS, Ds, and Dd based on echocardiography. *n* = 10. (**D**) Representative Masson’s trichrome staining of mouse cardiac sections 1 week after MI. Scale bar, 1 mm. (**E**) Quantification of scar size in hearts exemplified in (D). *n* = 10. (**F**) Representative TUNEL staining and cTnT immunofluorescence staining in mouse cardiac sections 3 days after MI. Scale bar, 100 μm. (**G**) Quantification of TUNEL-positive myocytes. *n* = 10. (**H**) Quantifications of flow cytometry analysis of CD45^+^ cells, CD64^+^Ly6G^−^ macrophages, Ly6G^+^CD64^−^ granulocytes, and CD45^+^CD3^+^ lymphocytes in mouse heart samples 3 days after MI. *n* = 10. (**I**) Representative immunofluorescence staining of α-SMA and CD31 in peri-infarct regions of mouse heart samples 7 days after MI. White arrows indicate vascularization. Scale bar, 100 μm. (**J**) Quantification of neovascularization in the peri-infarct regions. *n* = 8. (**K**) Representative images of echocardiography in mice 8 weeks after MI. (**L**) Quantification of EF, FS, Ds, and Dd based on echocardiography. *n* = 10. (**M**) Representative Masson’s trichrome staining of mouse cardiac sections 8 weeks after MI. Scale bar, 5 mm. (**N**) Quantification of scar size in hearts exemplified in (M). *n* = 10. Data are represented as means ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001.

FGF21 has been previously demonstrated to exert protective effects against cardiovascular diseases (*28*). We hypothesized that hepatocyte *MR* deficiency worked through FGF21 to alleviate cardiac damages after MI. Hepatocyte *MR* and *Fgf21* double-knockout (HMR/HFgf21 DKO) mice were generated to test this hypothesis (fig. S3D). Results of ELISA showed nearly nondetectable levels of FGF21 in plasma from HFgf21KO mice and HMR/HFgf21 DKO mice compared to LC mice 1 and 8 weeks after MI (fig. S3E), indicating that the liver was the major source of circulating FGF21 after MI. Echocardiography of HMR/HFgf21KO DKO mice displayed significantly lower EF and FS, as well as significantly higher Ds and Dd than that of HMRKO mice 1 week after MI (Fig. 3, B and C). Masson’s trichrome staining of cardiac sections of HMR/HFgf21KO DKO mice showed larger infarct scar size than that of HMRKO mice at this time point (Fig. 3, D and E). TUNEL staining showed a significant elevation of apoptotic cardiomyocytes in the border region of hearts from HMR/HFgf21 DKO mice compared to HMRKO mice 3 days after MI (Fig. 3, F and G). Flow cytometry results revealed that MI-induced infiltration of CD45^+^ cells, CD64^+^Ly6G^−^ macrophages, Ly6G^+^CD64^−^ granulocytes, and CD45^+^CD3^+^ lymphocytes was considerably increased in hearts from HMR/HFgf21 DKO mice compared to HMRKO mice (Fig. 3H). Accordingly, qRT-PCR demonstrated that the expression of proinflammatory cytokines was markedly higher in the hearts of HMR/HFgf21 DKO mice than HMRKO mice after MI (fig. S3F). The number of blood vessels in HMR/HFgf21 DKO mouse hearts was decreased compared to that of HMRKO mice 7 days after MI (Fig. 3, I and J, and fig. S3, G and H). Similarly, cardiac function was markedly decreased, and infarct scar size was significantly increased in HMR/HFgf21 DKO mice compared to HMRKO mice at 8 weeks after MI (Fig. 3, K to N). The fibrosis area and cardiomyocyte size in the noninfarct region of HMR/HFgf21 DKO mouse hearts were notably larger than those of HMRKO mice 8 weeks after MI (fig. S3, I and J). HMR/HFgf21 DKO mice also had significantly larger HW/BW, HW/TL, and LW/BW than HMRKO mice (fig. S3K). The expression of HF markers (ANP and BNP) and fibrogenic genes was substantially increased in the noninfarct region of HMR/HFgf21 DKO mouse hearts compared to that of HMRKO mice after MI (fig. S3, L and M). These observations suggested that FGF21 mediated the protection of hepatocyte *MR* deficiency on MI.

Nonetheless, hepatocyte *Fgf21* knockout (HFgf21KO) mice manifested worse cardiac function and remodeling compared to LC mice after MI, further demonstrating the importance of hepatic FGF21 in cardiac protection (Fig. 3 and fig. S3). HMR/HFgf21 DKO mice exhibited better cardiac phenotypes compared to HFgf21KO mice after MI, suggesting that hepatic *MR* deficiency may also work through other mechanisms besides FGF21 to exert cardiac protection (Fig. 3 and fig. S3).

### An MR-NCOR1-HDAC3 complex regulates *Fgf21* expression in hepatocytes

Deficiency of hepatocyte *MR* promoted expression of *Fgf21* in mouse livers (fig. S3, B and C) and in primary hepatocytes (Fig. 4A). Conversely, overexpression of MR using flagMR adenovirus (Adv-flagMR) decreased *Fgf21* expression in primary hepatocytes (Fig. 4B). These data indicated a repressive regulation of *Fgf21* by MR in hepatocytes.

**Fig. 4.**
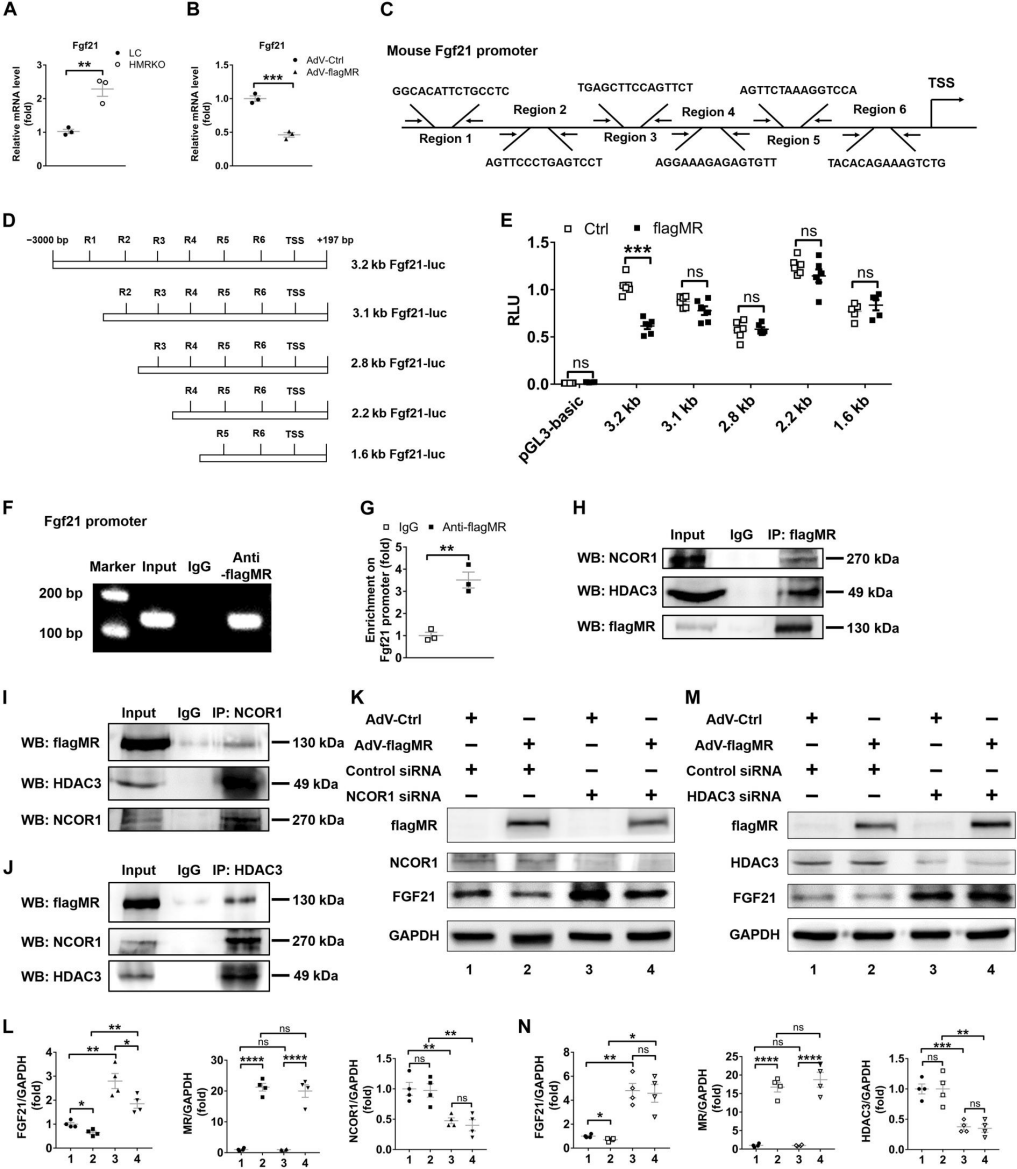
An MR-NCOR1-HDAC3 complex regulates *Fgf21* expression in hepatocytes. (**A**) qRT-PCR analysis of *Fgf21* gene expression in primary hepatocytes from LC and HMRKO mice. (**B**) qRT-PCR analysis of *Fgf21* gene expression in primary hepatocytes infected with control adenovirus (AdV-Ctrl) or flagMR adenovirus (AdV-flagMR) for 48 hours. Multiple of infection = 5. (**C**) Schematic illustration of putative MR binding regions on the promoter of mouse *Fgf21*. TSS, transcription start site. (**D**) Schematic illustration of luciferase reporter constructs containing mouse *Fgf21* promoters (*Fgf21*-luc) with different length. (**E**) Luciferase reporter assays using HEK293FT cells cotransfected with flagMR plasmid or empty vector (Ctrl) and *Fgf21*-luc with different length or control plasmid pGL3-basic. RLU, relative luciferase unit. (**F** and **G**) ChIP analyses showing enrichment of MR on the promoter of *Fgf21* in hepatocytes by regular PCR and gel electrophoresis (F) or qRT-PCR (G). Primers specific to R1 were used for PCR. IgG, immunoglobulin G. (**H** to **J**) Co-immunoprecipitation (IP) analyses of MR, NCOR1, and HDAC3 in primary hepatocytes infected with AdV-flagMR. (**K**) Western blotting (WB) analysis of MR, NCOR1, and FGF21 protein expression in primary hepatocytes infected with AdV-Ctrl or AdV-flagMR for 24 hours and then transfected with control small interfering RNA (siRNA) or *NCOR1* siRNA for 48 hours. GAPDH, glyceraldehyde-3-phosphate dehydrogenase. (**L**) Quantification of Western blotting results exemplified in (K). (**M**) Western blotting analysis of MR, HDAC3, and FGF21 protein expression in primary hepatocytes infected with AdV-Ctrl or AdV-flagMR for 24 hours and then transfected with control siRNA or *HDAC3* siRNA for 48 hours. (**N**) Quantification of Western blotting results exemplified in (M). Data represent three independent experiments. Data are represented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Six putative *MR* response elements (MREs) were identified in the promoter region of mouse *Fgf21* (referred as regions 1 to 6, or R1 to R6) (Fig. 4C). Truncated mouse *Fgf21* promoter plasmids were constructed to perform luciferase assays in human embryonic kidney (HEK) 293FT cells (Fig. 4D). The results demonstrated that *MR* suppressed the transcriptional activity of *Fgf21* promoter with full length (Fig. 4E). However, the suppression disappeared when R1 was absent, implying that R1 was required and functional MREs were located in R1 (Fig. 4E). Subsequently, the results of chromatin immunoprecipitation (ChIP) assays using primary hepatocytes infected with Adv-flagMR showed direct binding of *MR* to the *Fgf21* promoter in R1, but not R2 to R6, further supporting the functionality of MREs in R1 (Fig. 4, F and G, and fig. S4A).

We went further to dissect the transcriptional regulation complex involved in the repression of *Fgf21* by MR. Knockdown or inhibition of histone deacetylase 3 (*HDAC3*) promotes expression of FGF21 and attenuates transcriptional activity of MR. Nuclear receptor corepressor 1 (NCOR1) often recruits HDACs to execute its repressive function on gene expression. These results suggest that MR may form a complex with NCOR1 and HDAC3 to exert its inhibitory function on *Fgf21*. Co-immunoprecipitation (Co-IP) analyses revealed interactions among MR, NCOR1, and HDAC3 in primary hepatocytes (Fig. 4, H to J). However, we did not detect interactions between MR and other HDACs, including HDAC1, HDAC5, HDAC6, and HDAC9 (fig. S4B). Next, we tested the functionality of the MR-NCOR1-HDAC3 complex in regulating *Fgf21* expression in hepatocytes. Overexpression of *MR* using Adv-flagMR reduced the expression level of *Fgf21* in primary hepatocytes, and such reduction was reversed by knockdown of either *NCOR1* or *HDAC3* using small interfering RNA (siRNA) (Fig. 4, K to N, and fig. S4, C and D). As a result, hepatocytes with *MR* overexpression and knockdown of *NCOR1* or *HDAC3* had substantially higher expression of *Fgf21* than those with *MR* overexpression alone (Fig. 4, K to N, and fig. S4, C and D). Knockdown of *NCOR1* or *HDAC3* alone increased the expression of *Fgf21* in hepatocytes (Fig. 4, K to N, and fig. S4, C and D). Collectively, these results showed that MR inhibited *Fgf21* expression through interactions with NCOR1 and HDAC3 in hepatocytes.

### Spironolactone ameliorates adverse cardiac remodeling after MI through hepatic FGF21

To explore the importance of the MR/FGF21 axis in a more clinically relevant setting, we investigated whether spironolactone, an MR antagonist commonly used to treat HF (*29*, *30*), worked through FGF21 to exert its cardioprotective effects. We first conducted a retrospective cohort study to include 60 patients with HF due to MI. Half of the patients were treated with spironolactone (Spl group; *n* = 30) and the other half were not (no Spl group; *n* = 30). Baseline characteristics of the study population are summarized in table S1. The results of ELISA showed that the plasma FGF21 level of the Spl group was markedly higher than that of the no Spl group 1 month after the initiation of treatments with or without spironolactone (Fig. 5A). Patients in the Spl group demonstrated significantly better cardiac function than those in the no Spl group at this time point (fig. S5A). Plasma FGF21 levels were positively correlated with the EF of patients in the Spl group (Fig. 5B).

**Fig. 5.**
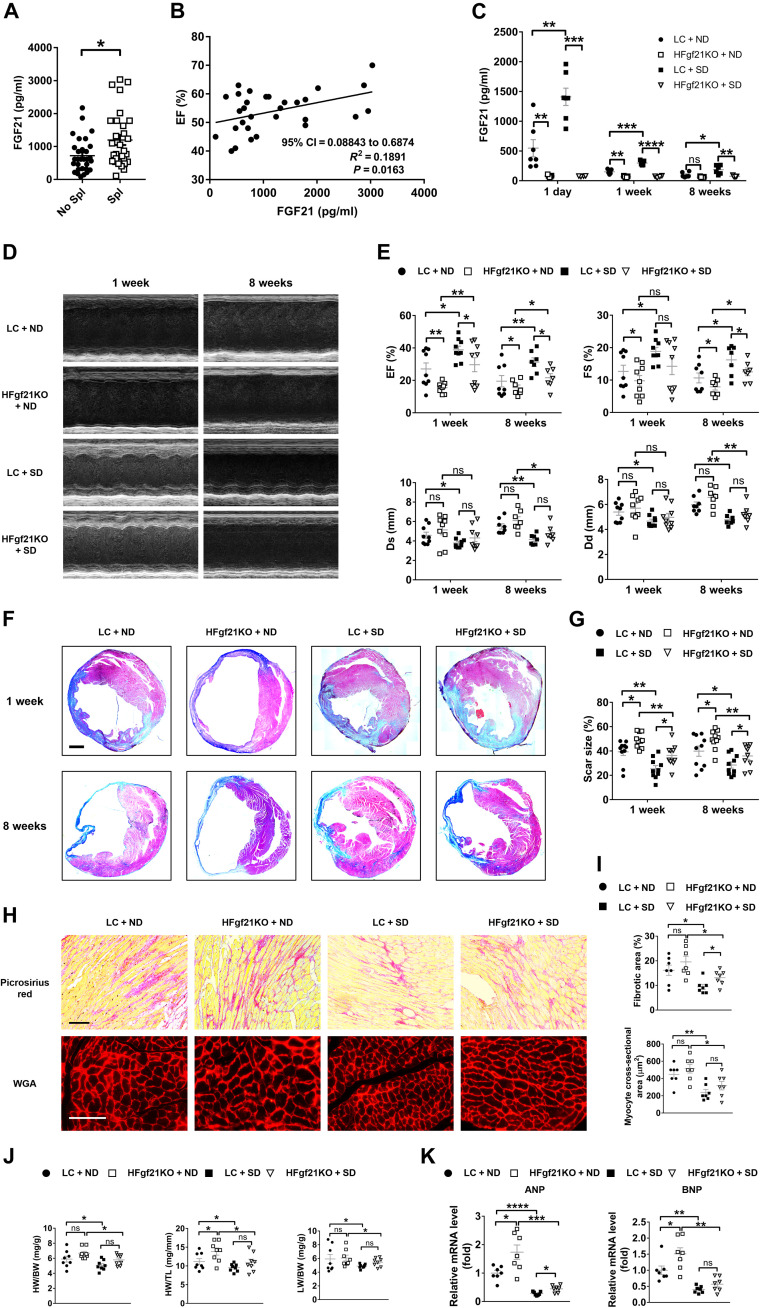
Spironolactone ameliorates adverse cardiac remodeling through hepatic FGF21. (**A**) Plasma levels of FGF21 tested by ELISA in patients with HP treated without or with spironolactone (Spl). *n* = 30. (**B**) Correlation between plasma FGF21 and EF in patients with HP treated with Spl. Pearson correlation test was used. *n* = 30. (**C**) Plasma levels of FGF21 tested by ELISA in mice at different time points after MI. ND, normal diet; SD, spironolactone diet. *n* = 5 to 7. (**D**) Representative images of echocardiography in mice 1 or 8 weeks after MI. (**E**) Quantifications of EF, FS, Ds, and Dd based on echocardiography. *n* = 7 to 9. (**F**) Representative Masson’s trichrome staining of mouse cardiac sections 1 or 8 weeks after MI. Scale bar, 5 mm. (**G**) Quantification of scar size in hearts exemplified in (F). *n* = 10. (**H**) Representative Picrosirius red staining and WGA staining in noninfarct regions of mouse heart samples 8 weeks after MI. Scale bar, 100 μm. (**I**) Quantitative analyses of fibrotic area and cardiomyocyte size. *n* = 7. (**J**) HW/BW, HW/TL, and LW/BW of mice 8 weeks after MI. *n* = 8. (**K**) qRT-PCR analysis of *ANP* and *BNP* gene expression in mouse heart samples 8 weeks after MI. *n* = 7. Data are represented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

We further conducted a retrospective study that included 30 patients with acute MI. Ten of the patients were treated with spironolactone (Spl group; *n* = 10) and 20 patients were not (no Spl group; *n* = 20). Baseline characteristics of the study population are summarized in table S2. The result of ELISA showed that the plasma FGF21 level of the Spl group was markedly higher than that of the no Spl group 3 days after treatments (fig. S5B), consistent with the result obtained from the HF cohort. These clinical data demonstrated that spironolactone promoted FGF21 secretion and improved cardiac function.

We then resorted HFgf21KO mice to further test the importance of hepatic FGF21 in mediating the protective effects of spironolactone on cardiac dysfunction and adverse cardiac remodeling after MI. LC and HFgf21KO mice were fed with spironolactone diet (SD) or normal diet (ND) and then subjected to MI. The results of ELISA illustrated that SD significantly increased FGF21 in the plasma of LC but not HFgf21KO mice (Fig. 5C). HFgf21KO substantially attenuated the effects of SD in improving cardiac function and reducing infarct scar size, as assessed by echocardiography and Masson’s trichrome staining, respectively, in mice fed with SD 1 and 8 weeks after MI (Fig. 5, D to G). Consistently, HFgf21KO diminished the effects of SD in reducing cardiac fibrosis, inhibiting cardiac hypertrophy, and attenuating HF in mice (Fig. 5, H to K). However, we also observed that SD improved cardiac function and remodeling in HFgf21KO mice after MI, suggesting that HFgf21KO did not completely inhibit the effects of spironolactone (Fig. 5, D to K). These data further demonstrated that spironolactone ameliorated MI-induced cardiac dysfunction and adverse cardiac remodeling partially through hepatic FGF21.

### Hepatic IL-6 signaling suppresses *MR* expression and is crucial for cardioprotection after MI in mice

So far, we demonstrated that MR was a critical player in the liver responding to MI and regulating cardiac remodeling through the downstream FGF21. Then, what was the upstream mechanism that controlled the MR/FGF21 signaling after MI? To address this question, we performed RNA-seq of livers from C57 mice at early time point (12 hours) after MI or sham operation (fig. S6A). 

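RNA was sequenced from the livers of 3 C57 mice 12 hours after MI and of 3 C57 mice 12 hours after sham operation. The paper asks with these livers what acts upstream of MR and FGF21, and therefore samples an early time point. The authors deposited an estimated read count, an FPKM and a TPM for each gene and liver, under Entrez gene identifiers. Between 69.6% and 74.5% of the estimated counts of a library, zeros included, are exactly whole numbers (no tolerance), and all were rounded for the test. Total counts were 1361506, 2064580 and 2255782 in the sham-operated livers and 16745645, 19190405 and 18584919 in the livers after MI, so the groups differ in depth without overlap. Of 17127 genes, 12548 were tested by edgeR's quasi-likelihood test with TMM scaling over these 6 livers (biological coefficient of variation 0.240). At the thresholds used at 1 day, 3196 genes were higher and 3356 lower after MI, which is 52.2% of the genes tested. Limma on log2(TPM + 1) changes the test, the library scaling, the length scaling and the pseudocount together. TPM has a fixed total per library, whereas the TMM factors were 0.756 to 0.851 in MI and 1.23 to 1.28 in sham libraries. With limma 1227 genes were higher and 3860 lower, and the share of higher calls was 24.1% in place of 48.8%. The median log2 fold change of all genes was −0.37 in place of 0.11. Which of these changes moved the values was not tested. RLE size factors, which replace the TMM factors and change nothing else, gave 2938 higher and 3507 lower genes, a share of 45.6% and a median of 0.03. They do not test scaling to a fixed total. Gm20594 alone took 3.66%, 2.77% and 1.79% of the counts of the sham libraries and 0.0659%, 0.0167% and 0.0212% of those of the MI libraries.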

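Acute-phase genes were higher in livers 12 hours after MI. Of 36 measured, 30 rose and 1 fell (30 and 1 when adjusted over the list alone), with a median log2 fold change of 2.21. Lcn2 (16819), which encodes an iron-binding acute-phase protein, was at 13688 ± 4747 CPM after MI and 748 ± 194 CPM after sham operation (SD, n = 3 livers each; log2 fold change 4.19, standard error 0.38, adjusted p = 9.76e-06 from edgeR). Fga (14161), the fibrinogen alpha chain gene, had a log2 fold change of 4.68 (standard error 0.50, adjusted p = 2.22e-05 from edgeR), and Apcs (20219) one of 3.60 (standard error 0.33, adjusted p = 9.75e-06 from edgeR). Camera gave this list an adjusted p = 1.3e-08 with the preset correlation and an adjusted p = 0.502 with an estimated one. The minus log10 of its camera p was 9.14 for the real groups and 9.23 for a division of the livers that mixes them. Genes of the unfolded protein response were higher, 22 of 23 (22 when adjusted over the list alone), with a median log2 fold change of 3.25, an adjusted p = 1.27e-13 from camera and an adjusted p = 0.491 with an estimated correlation. The endoplasmic reticulum chaperone gene Hyou1 (12282) rose from 23.5 ± 5.54 to 619 ± 204 CPM (adjusted p = 4.34e-06 from edgeR), and Xbp1 (22433), a transcription factor of that response, from 82.3 ± 20.3 to 785 ± 107 CPM (adjusted p = 6.82e-06 from edgeR). Of 23 glucocorticoid-responsive genes, 18 rose and 3 fell (18 and 3 when adjusted over the list alone; adjusted p = 1.4e-05 from camera, adjusted p = 0.209 with an estimated correlation). Of 24 genes of gluconeogenesis and amino acid breakdown, 16 rose (16 higher and 1 lower when adjusted over the list alone; adjusted p = 0.000162 from camera, adjusted p = 0.325 with an estimated correlation), including G6pc (14377), which encodes glucose-6-phosphatase (log2 fold change 3.25, standard error 0.34, adjusted p = 2.2e-05 from edgeR). Hepatocyte markers were higher in 17 of 24 cases and lower in 2 (18 and 2 when adjusted over the list alone; adjusted p = 0.000149 from camera, adjusted p = 0.325 with an estimated correlation). Of 26 ribosomal protein genes, 21 were higher (21 when adjusted over the list alone; adjusted p = 0.00114 from camera, adjusted p = 0.650 with an estimated correlation). Markers of stellate cells were lower in 10 of 15 cases (10 when adjusted over the list alone; adjusted p = 0.0333 from camera, adjusted p = 0.565 with an estimated correlation). Markers of the exocrine pancreas were lower in 6 of 7 cases (6 when adjusted over the list alone; adjusted p = 0.0138 from camera, adjusted p = 0.697 with an estimated correlation). Among them, Cela2a was at 0.0925 ± 0.0415 CPM after MI and 10.5 ± 9.44 CPM after sham operation, where the SD is near the mean. Background reads in the sham libraries could contribute to such differences and were not told apart from a response to MI. Sham libraries also resembled 1 day libraries less (Spearman's rho 0.648 to 0.782) than MI libraries did (0.842 to 0.949). Members of these lists are counted at any fold change, at which 4299 of all 12548 genes tested rose and 4013 fell.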

Acute inflammatory response stood out as the most enriched biological process in the liver after MI (Fig. 6A). 

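Genes of IL-6/JAK/STAT3 signaling went in both directions in livers 12 hours after MI. Of 81 measured, 39 rose and 16 fell (40 and 16 when adjusted over the list alone), with a median log2 fold change of 0.80. Members are counted at any fold change. Of all 12548 genes tested, 4299 rose and 4013 fell on that count, so passing alone does not set these members apart. Stat3 (20848) itself rose from 78.4 ± 10.2 to 239 ± 49.2 CPM (SD, n = 3 livers each), a log2 fold change of 1.60 (standard error 0.23, adjusted p = 0.000147 from edgeR). Il6ra (16194), which encodes the receptor subunit that binds IL-6, fell from 100.2 ± 33.2 to 26.4 ± 3.43 CPM (log2 fold change −1.92, standard error 0.26, adjusted p = 0.000104 from edgeR). The interleukin-1 receptor gene Il1r1 (16177) rose from 40.7 ± 15.5 to 831 ± 78.3 CPM (log2 fold change 4.34, standard error 0.33, adjusted p = 5e-06 from edgeR), and the chemokine gene Cxcl1 (14825) from 12.5 ± 4.48 to 241 ± 61.6 CPM (log2 fold change 4.24, standard error 0.32, adjusted p = 5e-06 from edgeR). The immediate early gene Junb (16477) had a log2 fold change of 2.53 (standard error 0.23, adjusted p = 1.04e-05 from edgeR), and the TNF receptor gene Tnfrsf1a (21937) one of 2.89 (standard error 0.26, adjusted p = 8.7e-06 from edgeR). The list passed camera with the preset correlation (adjusted p = 0.00869) but not with an estimated correlation (adjusted p = 0.598). In fry, which asks whether the genes move one way on balance, it had an adjusted p = 0.0116. Cd14, A2m and Il1rn stand in this list and in the acute-phase list.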

Gene set enrichment analysis revealed an enrichment of inflammation-related pathways, particularly the IL-6/Janus kinase (JAK)/signal transducer and activator of transcription 3 (STAT3) signaling (Fig. 6B). Consistently, phosphorylated STAT3 (p-STAT3) was markedly increased in livers at early stage after MI (fig. S6, B and C). Results of ELISA showed that plasma concentration of IL-6 considerably increased at the early stage after MI (fig. S6D). Furthermore, the expression of MR was significantly suppressed while that of *Fgf21* was markedly induced in primary hepatocytes within 2 hours of treatment by IL-6 (fig. S6E).

**Fig. 6.**
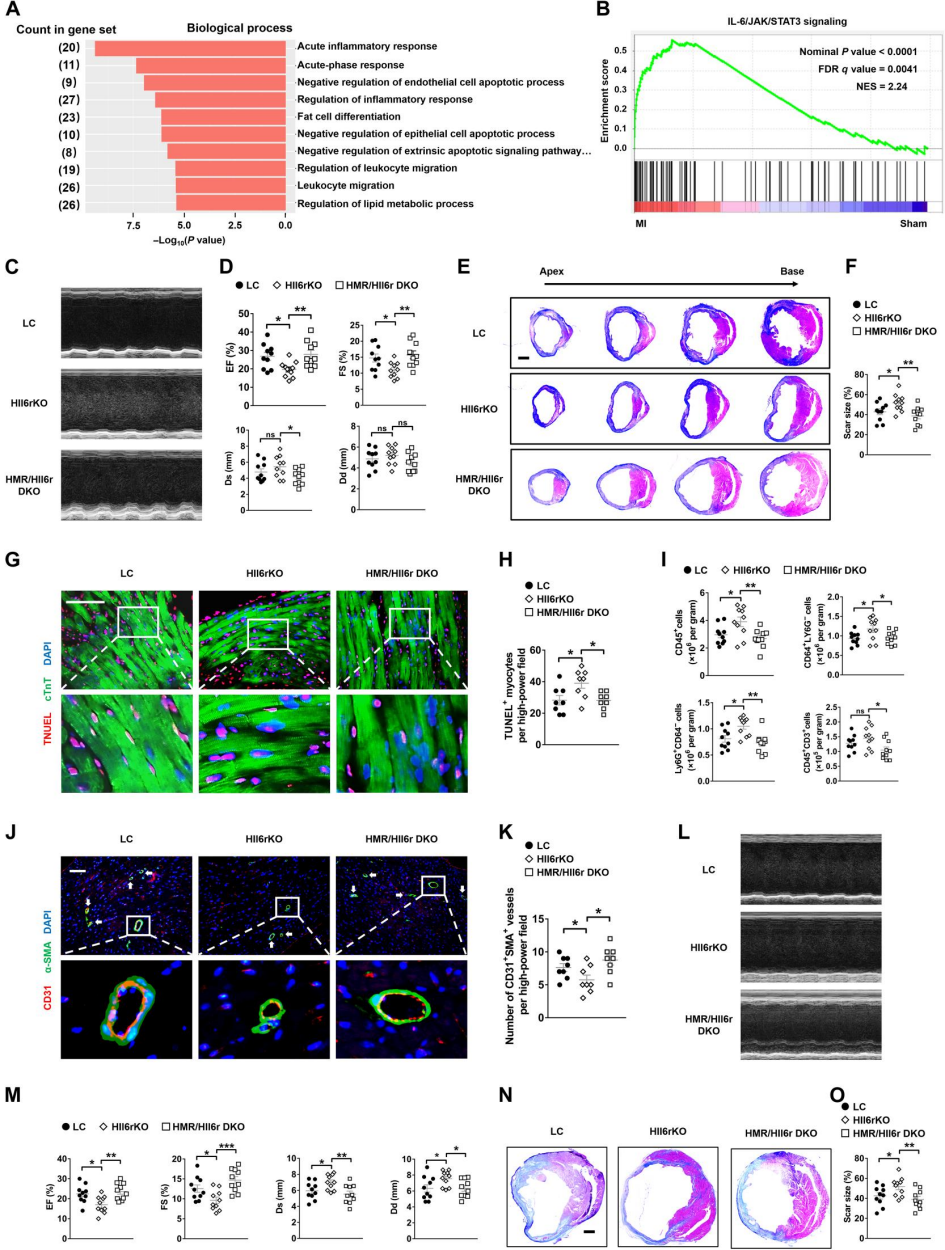
Hepatic *Il6r* suppresses MR expression and exerts cardioprotection after MI in mice. (**A**) Enriched biological processes based on RNA-seq results in livers 12 hours after MI versus sham operation. *n* = 3. (**B**) Enrichment of IL-6/JAK/STAT3 signaling genes based on RNA-seq results in livers 12 hours after MI versus sham operation. *n* = 3. FDR, false discovery rate; NES, normalized enrichment score. (**C**) Representative images of echocardiography in mice 1 week after MI. HMR/HIl6r DKO indicates hepatocyte *MR* and *Il6* receptor double knockout. (**D**) Quantifications of EF, FS, Ds, and Dd based on echocardiography. *n* = 10. (**E**) Representative Masson’s trichrome staining of mouse cardiac sections 1 week after MI. Scale bar, 1 mm. (**F**) Quantification of scar size in hearts exemplified in (E). *n* = 10. (**G**) Representative TUNEL staining and cTnT immunofluorescence staining in mouse cardiac sections 3 days after MI. Scale bar, 200 μm. (**H**) Quantification of TUNEL-positive myocytes. *n* = 8. (**I**) Quantifications of flow cytometry analysis of CD45^+^ cells, CD64^+^Ly6G^−^ macrophages, Ly6G^+^CD64^−^ granulocytes, and CD45^+^CD3^+^ lymphocytes in mouse heart samples 3 days after MI. *n* = 10. (**J**) Representative immunofluorescence staining of α-SMA and CD31 in peri-infarct regions of mouse heart samples 7 days after MI. White arrows indicate vascularization. Scale bar, 100 μm. (**K**) Quantification of neovascularization in peri-infarct regions. *n* = 8. (**L**) Representative images of echocardiography in mice 8 weeks after MI. (**M**) Quantification of EF, FS, Ds, and Dd based on echocardiography. *n* = 10. (**N**) Representative Masson’s trichrome staining of mouse cardiac sections 8 weeks after MI. Scale bar, 1 mm. (**O**) Quantification of scar size in hearts exemplified in (N). *n* = 10. Data are represented as means ± SEM. *P < 0.05, **P < 0.01, and ***P<0.001.

We therefore hypothesized that the IL-6/STAT3 signaling pathway regulated the MR/FGF21 axis in the liver to exert cardiac protection. Hepatocyte *Il6* receptor knockout (HIl6rKO) mice and hepatocyte *MR/Il6* receptor double knockout (HMR/HIl6r DKO) mice were generated to test the hypothesis. Echocardiography and Masson’s trichrome staining demonstrated that HIl6rKO mice had markedly worse cardiac function and larger infarct scar size than LC mice at 1 week after MI (Fig. 6, C to F). Consistently, HIl6rKO mice showed more apoptotic cardiomyocytes, more leukocyte infiltration, and higher expression of proinflammatory cytokines compared to LC mice 3 days after MI (Fig. 6, G to I, and fig. S6F). The number of blood vessels was also significantly reduced in hearts of HIl6rKO mice compared to that of LC mice 1 week after MI (Fig. 6, J and K, and fig. S6, G and H). Similarly, cardiac function was markedly decreased and infarct scar size was significantly increased in HIl6rKO mice compared to LC mice at 8 weeks after MI (Fig. 6, L to O). Moreover, HIl6rKO mice manifested increased cardiac fibrosis and exacerbated cardiac hypertrophy and HF 8 weeks after MI (fig. S6, I to M). These results showed that IL-6 signaling in the liver was indispensable for cardioprotection after MI in mice.

HMR/HIl6r DKO mice manifested significantly better cardiac function and improved remodeling compared to HIl6rKO mice after MI (Fig. 6, C to O, and fig. S6, F to M), suggesting that IL-6 signaling worked through MR in the liver. Results of qRT-PCR showed that HIl6rKO increased the expression of *MR* and decreased that of *Fgf21* in the liver after MI (fig. S6N). HMR/HIl6r DKO reversed the suppressive effects of HIl6rKO on FGF21, as revealed by both qRT-PCR and ELISA (fig. S6, N and O). These data together suggested that hepatic IL-6 signaling regulated MR/FGF21 axis and mediated the heart-liver communication after MI.

### STAT3 signaling in hepatocytes suppresses MR expression and improves cardioprotection after MI in mice

To further investigate the role of IL-6/STAT3 signaling pathway in regulation of hepatic MR/FGF21 axis after MI, we generated hepatocyte *Stat3* knockout (HStat3KO) mice and hepatocyte *MR/Stat3* double-knockout (HMR/HStat3 DKO) mice. EF and FS were significantly decreased and infarct scar size was markedly increased in HStat3KO mice compared to LC mice at 1 week after MI (Fig. 7, A to D). Dual deficiency of *MR* and *Stat3* in hepatocytes alleviated the effects of HStat3KO, and consequently, HMR/HStat3 DKO mice manifested significantly improved cardiac function and decreased infarct scar size compared to HStat3KO mice (Fig. 7, A to D). Consistently, HStat3KO promoted apoptosis of cardiomyocytes and infiltration of leukocytes, induced expression of proinflammatory cytokines in hearts 3 days after MI, and reduced the number of blood vessels in hearts 1 week after MI, all of which were attenuated in HMR/HStat3 DKO mice (Fig. 7, E to I, and fig. S7, A to C). Similarly, the detrimental impacts of HStat3KO on cardiac function and remodeling were substantially blunted by HMR/HStat3 DKO in mice 8 weeks after MI (Fig. 7, J to M, and fig. S7, D to H).

**Fig. 7.**
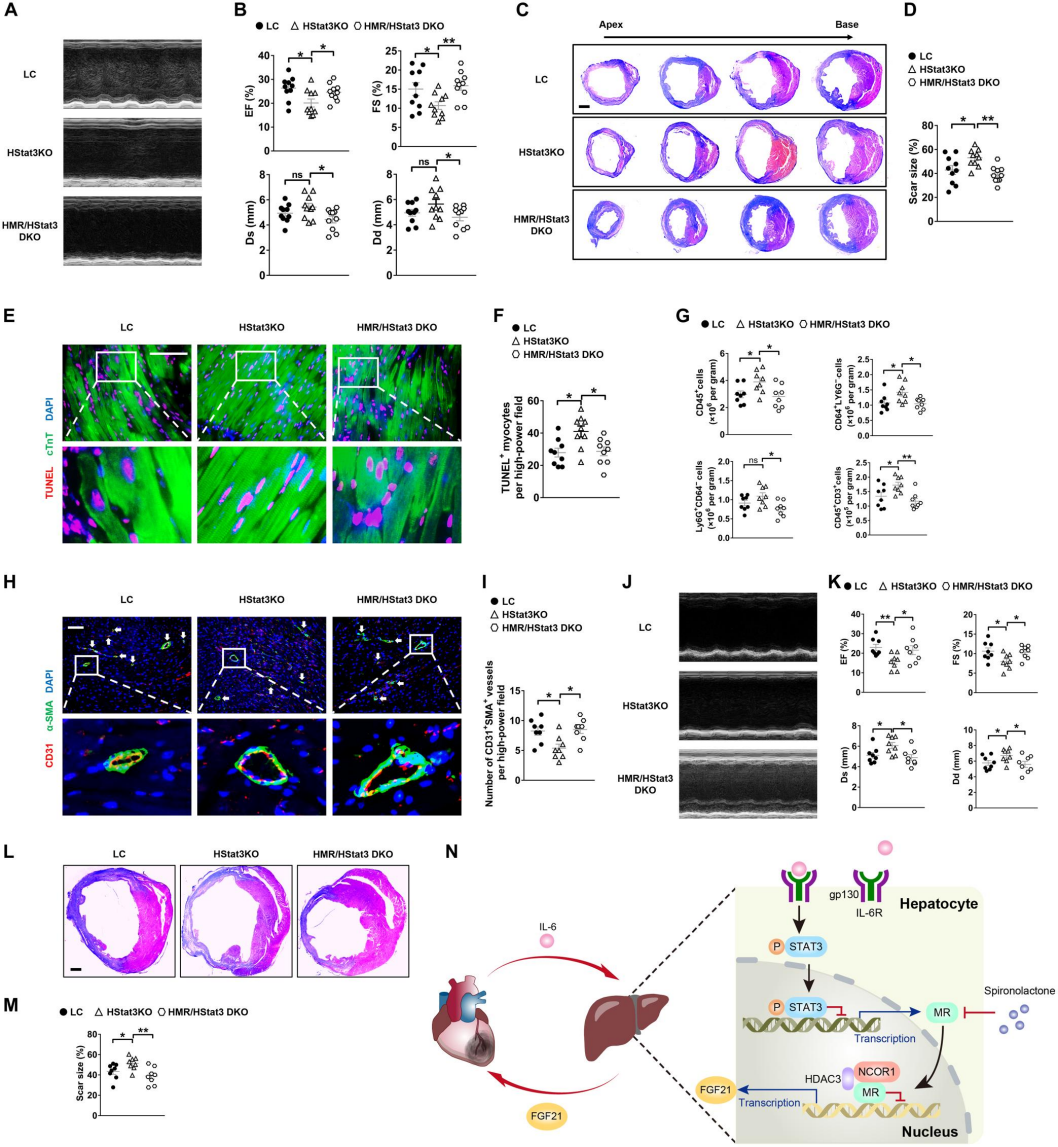
STAT3 signaling in hepatocytes suppresses *MR* expression and improves cardioprotection after MI in mice. (**A**) Representative images of echocardiography in mice 1 week after MI. HMR/HStat3 DKO indicates hepatocyte *MR* and *Stat3* double knockout. (**B**) Quantifications of EF, FS, Ds, and Dd based on echocardiography. *n* = 10. (**C**) Representative Masson’s trichrome staining of mouse cardiac sections 1 week after MI. Scale bar, 1 mm. (**D**) Quantification of scar size in hearts exemplified in (C). *n* = 10. (**E**) Representative TUNEL staining and cTnT immunofluorescence staining in mouse cardiac sections 3 days after MI. Scale bar, 200 μm. (**F**) Quantification of TUNEL-positive myocytes. *n* = 9. (**G**) Quantifications of flow cytometry analysis of CD45^+^ cells, CD64^+^Ly6G^−^ macrophages, Ly6G^+^CD64^−^ granulocytes, and CD45^+^CD3^+^ lymphocytes in mouse heart samples 3 days after MI. *n* = 8. (**H**) Representative immunofluorescence staining of α-SMA and CD31 in peri-infarct regions of mouse heart samples 7 days after MI. White arrows indicate vascularization. Scale bar, 100 μm. (**I**) Quantification of neovascularization in peri-infarct regions. *n* = 8. (**J**) Representative images of echocardiography in mice 8 weeks after MI. (**K**) Quantification of EF, FS, Ds, and Dd based on echocardiography. *n* = 8. (**L**) Representative Masson’s trichrome staining of mouse cardiac sections 8 weeks after MI. Scale bar, 1 mm. (**M**) Quantification of scar size in hearts exemplified in (L). *n* = 8. (**N**) Working model. Data are represented as means ± SEM. *P < 0.05 and **P < 0.01.

Results of qRT-PCR showed that HStat3KO increased the expression of *MR* and decreased that of *Fgf21* in the liver after MI (fig. S7I). The results of ELISA revealed that HMR/HStat3 DKO reversed the suppressive effect of HStat3KO on FGF21 (fig. S7J). Together, these data suggested that hepatic STAT3 also regulated MR/FGF21 axis and mediated the heart-liver communication after MI.

Last, we addressed whether STAT3 directly regulated *MR* in hepatocytes. Hepatocyte *Stat3* deletion increased *MR* gene expression in livers after MI (fig. S7I). Consistently, hepatocyte *Stat3* deletion increased MR protein level in primary hepatocytes (fig. S7, K and L). We identified a putative STAT3 response element in the promoter of mouse *MR* (fig. S7M). ChIP assay revealed direct binding of STAT3 to the *MR* promoter (fig. S7, N and O). Luciferase assays demonstrated that STAT3 suppressed the transcriptional activity of *MR* promoter (fig. S7P). These data demonstrated a direct transcriptional repression on *MR* by STAT3 in hepatocytes.

In summary, we uncover a heart-liver cross-talk mechanism after MI. Inflammatory factor IL-6 triggers liver response to MI at the early stage by activating IL-6/STAT3 signaling in the liver. The IL-6/STAT3 signaling suppresses the expression of *MR*, which, in turn, negatively regulates FGF21 expression through forming a complex with NCOR1 and HDAC3 in hepatocytes. The decrease of MR or blockade of MR by spironolactone promotes the expression of FGF21, which exerts cardioprotective roles in an endocrine manner (Fig. 7N).

## DISCUSSION

The cross-talk between the heart and the liver in response to cardiac injury has remained poorly understood. In the present study, we demonstrated that MR decreased markedly after MI and that both hepatic *MR* deficiency and spironolactone improved cardiac repair through regulation of hepatic FGF21, presenting a mechanism underlying the protective effects of the liver on the heart. We also revealed that acute activation of IL-6/STAT3 signal was responsible for the suppression of MR in the liver and that both hepatic *Il6r* deficiency and hepatic *STAT3* deficiency exacerbated MI-induced cardiac injury through regulation of hepatic MR/FGF21, uncovering an upstream path for the liver to receive signals from the heart and to exert cardioprotection. Therefore, an IL-6/STAT3/MR/FGF21 signaling axis mediated the cross-talk between the heart and the liver after cardiac injury.

First, we have identified a hepatic MR/FGF21 axis that mediates the liver-to-heart protection against MI. Although previous reports have shown that the liver may play a protective role against MI (*9*, *10*), the regulatory mechanism and key control points have remained unclear. Our results revealed that MR was among the substantially suppressed transcription factors and one of the three substantially altered nuclear receptors in the liver after MI. Deficiency of *MR* in cardiomyocytes, myeloid cells, T cells, and vascular smooth muscle cells has been shown to inhibit adverse cardiac remodeling (*26*, *31*–*33*). We demonstrated that hepatic *MR* deficiency was protective against cardiac injury and adverse remodeling after MI. These results suggested MR as a regulatory nexus to effectively convey the liver-to-heart protection against MI. Our results further illustrated that MR, in turn, regulated FGF21, a secretory molecule that has been shown to be beneficial for cardiovascular repair (*28*), transcriptionally in hepatocytes, and that hepatic *MR* deficiency worked through FGF21 to exert its cardioprotective function. Previous studies have implied that the expression of *Fgf21* in hepatocytes can be regulated by other transcription factors such as PPARα (*34*), X-box binding protein 1 (*35*), and retinoic acid receptor β (*36*) under the setting of metabolic regulation. However, it has not been reported which transcription factors regulate the hepatic expression of FGF21 in cardiovascular disease models such as MI. We identified *Fgf21* as a target gene of MR and further delineated the regulatory machinery of an MR-NCOR1-HDAC3 complex that negatively regulated FGF21 in hepatocytes. These data have demonstrated that MR acts as a critical regulator to control the expression of FGF21 in collaboration with NCOR1and HDAC3 in hepatocytes, allowing the liver-to-heart communication during MI.

Second, we have found the upstream IL-6/STAT3 signaling pathway that conveys the heart-to-liver signal to down-regulate MR in the liver and that subsequently exerts cardioprotective effects. We described an early activation of acute inflammatory response, particularly the IL-6/STAT3 pathway, in the liver after MI. Hepatic *Il6r* deficiency and *STAT3* deficiency both exacerbated cardiac injury and adverse remodeling through their regulation on *MR*. These results completed the heart-to-liver leg of the heart-liver cross-talk after MI, highlighting the importance of acute inflammation. Tocilizumab (TCZ), an anti–IL-6 receptor antibody, has been widely used in the treatment of rheumatoid arthritis (*37*). A previous clinical study has shown that TCZ increases serum lipids such as total cholesterol, low-density lipoprotein cholesterol, and triglycerides in patients with rheumatoid arthritis (*38*), posing potential adverse effects on MI, although high-density lipoprotein cholesterol is also increased in these patients (*38*) and more direct evidence is required to draw any conclusion. We demonstrated that hepatic *Il6r* deficiency worsened MI, suggesting that IL-6 receptor antagonists such as TCZ could have a detrimental effect on cardiac function in the setting of MI by inhibiting hepatic IL-6 signaling. Therefore, reducing the accumulation of IL-6 receptor antagonists in the liver could lower the potential cardiac side effects of these drugs.

It is well known that chronic inflammation is detrimental to various repairing processes, including cardiac repair (*39*, *40*). However, acute inflammation is usually necessary and beneficial for these repairing processes, although its importance is often overlooked (*39*, *40*). For instance, depletion of inflammatory cells such as macrophages and neutrophils during acute phase of MI markedly worsens cardiac dysfunction and increases the mortality of mice (*41*, *42*). An important mechanism being proposed is that these early inflammatory cells are instrumental in removing dead cells and paving the way for the repair (*40*, *42*).

Our results presented another mechanism for the beneficial effects of acute inflammation, sending out signals asking for help from the liver through the acute activation of IL-6/STAT3 pathway. IL-6 is an important inflammatory factor with pleiotropic effects in different tissues and plays divergent roles in cardiovascular diseases (*43*). For example, both chronic administration and genetic deficiency of IL-6 have been reported to worsen atherosclerosis in *ApoE* knockout mice (*44*, *45*). These seemly contradictory results may be explained by the fact that IL-6 has different or even the opposite impacts on a disease depending upon the stage of the disease—in general, beneficial in acute phase and detrimental in chronic phase—and cell type–specific effects (*46*). Global deletion of *IL6* ameliorates cardiac remodeling after MI, maybe reflecting the chronic deleterious impacts of IL-6 on the heart during cardiac repair (*47*). Our results demonstrated that blocking the acute activation of IL-6/STAT3 pathway in the liver by hepatic deficiency of *Il6r* or *STAT3* impaired cardiac repair, illustrating the beneficial effects of acute inflammation and the importance of this hepatic pathway in mediating the heart-liver cross-talk after MI. We identified *MR* as a target gene of STAT3 in hepatocytes, and the IL-6/STAT3 pathway worked through the MR/FGF21 axis in the liver.

Last, our results have suggested that targeting hepatic MR pharmacologically may lead to better therapeutic effectiveness, which is of important clinical significance. The success of the first and second generations of MR antagonists (spironolactone and eplerenone, respectively) for treating cardiovascular diseases has been unequivocally illustrated (*48*). Recent clinical trials have shown that finerenone, a selective nonsteroidal MR antagonist (the third and newest generation), reduces risks of chronic kidney disease progression and cardiovascular events in patients with chronic kidney disease and type 2 diabetes (*49*, *50*), with the expectation to have broader cardiovascular indications (*51*). Understanding cell type– or tissue-specific functions of MR and its antagonists may have important implications for designing new compounds to achieve higher efficacy and fewer side effects. For instance, finerenone is expected to have less side effects, particularly hyperkalemia, given its at least three times lower distribution in the kidney relative to the heart in comparison with eplerenone (*52*).

We showed that *MR* decreased most markedly in the liver after MI among a variety of tissues we assessed, indicating that hepatic MR was critical in response to cardiac injury and that targeting hepatic MR was an effective strategy to improve cardiac repair after MI. Our results further demonstrated that both hepatic *MR* deficiency and spironolactone worked through hepatic FGF21 to exert its protection against MI, indicating the effectiveness of targeting hepatic MR. The liver most likely accumulates much more MR antagonists than the heart and kidney given its much bigger mass and similar or higher distribution rate (*52*, *53*). It is probable that MR antagonists exert their cardiovascular protection through the liver more than the heart, although this warrants more precise comparisons in the future. Higher distribution in the liver may become a general pursuit of future generations of MR antagonists aiming to increase efficacy while aiming to decrease side effects (presumably lower distribution in the kidney). It is conceivable to achieve high benefit-to-harm ratio for treating MI and HF by liver-specific delivery of MR antagonists, monoclonal antibodies against MR, or even *MR*-editing CRISPR-Cas9 system using strategies such as nanotechnology and hepatocyte-specific promoters (*54*, *55*).

In summary, we have depicted a heart-liver cross-talk mechanism that the ischemic heart sends signals to the liver through acute inflammatory IL-6/STAT3 pathway and that the liver responds by down-regulating *MR* to promote FGF21 production and to alleviate ischemic injury. These data have identified hepatic MR as a sensor—responds to acute IL-6/STAT3 signaling after MI—and as a regulator—controls the production of the cardioprotective FGF21. Targeting the heart-liver cross-talk and the mediating IL-6/STAT3/MR/FGF21 signaling axis may provide novel strategies to improve cardiac repair after MI and ultimately the treatment for HF.

## MATERIALS AND METHODS

### Mice

HMRKO (*MR*flox/flox; Alb-Cre) and LC (*MR*flox/flox) mice were generated by crossing *MR*flox/flox mice (*56*) with albumin-Cre (Alb-Cre) recombinase transgenic mice (*57*). *Fgf21*flox/flox mice (*58*) were mated with HMRKO mice to generate the following four experimental groups: LC (*MR*flox/flox/*Fgf21*flox/flox), HFgf21KO (*Fgf21*flox/flox, Alb-Cre), HMRKO, and HMR/HFgf21 DKO (*MR*flox/flox/*Fgf21*flox/flox, Alb-Cre). *Il6r*flox/flox mice (*59*) were bred to HMRKO mice to generate LC (*MR*flox/flox/*Il6r*flox/flox) mice, HIl6rKO (*Il6r*flox/flox, Alb-Cre) mice, and HMR/HIl6r DKO (*MR*flox/flox/*Il6r*flox/flox, Alb-Cre) mice. *Stat3* flox/flox mice (*60*) were bred to HMRKO mice to generate LC (*MR*flox/flox/*Stat3*flox/flox) mice, HStat3KO (*Stat3*flox/flox, Alb-Cre) mice, and HMR/HStat3 DKO (*MR*flox/flox/*Stat3*flox/flox, Alb-Cre) mice. Male C57BL/6 mice were purchased from Vital River Laboratory Animal Technology Co. Ltd. (Beijing, China). All animal studies were approved by the Institutional Review and Ethics Board of Shanghai Ninth People’s Hospital, Shanghai Jiao Tong University School of Medicine.

### Human samples

All subjects with HF provided written informed consent, and the study was approved by the Human Ethics Committee of Shanghai Chest Hospital. The retrospective study cohort of patients with HF was derived from the registry of patients at Shanghai Chest Hospital. Inclusion criteria were patients with HF due to MI, older than 18 years of age, and being seen between 2019 and 2021. Exclusion criteria were (i) patients who had used spironolactone or similar drugs within 6 months; (ii) patients with renal insufficiency with blood creatinine of ≥256 μM; (iii) patients with hyperkalemia with blood potassium of ≥5.5 mM; (iv) patients with hepatic insufficiency; (v) patients with acidosis; (vi) patients with enlarged breasts or menstrual disorders; and (vii) patients with tumors, severe infections, autoimmune diseases, etc. Sixty patients were eventually included in the study. Half of the patients were treated with spironolactone (20 mg, orally, once daily) and the other half were not. Baseline characteristics of the patients are described in table S1. The first date after the first follow-up visit was defined as the date of the study entry. At 1-month follow-up visits, peripheral blood samples of patients were collected in anticoagulation tubes, immediately centrifuged, and stored at −80°C until assay. The cardiac function of the patients was assessed by echocardiography.

All subjects with acute MI provided written informed consent and were recruited with approval by the Human Ethics Committee of Shanghai Ruijin Hospital. Inclusion criteria were patients with acute MI, older than 18 years of age, and being treated with percutaneous coronary intervention. The exclusion criteria were the same as above. The retrospective cohort study included 30 patients with MI. Ten of the patients were treated with spironolactone (20 mg, orally, once daily) and 20 patients were not. The first day after the percutaneous coronary intervention was defined as the date of the study entry. Peripheral blood samples of patients were collected 3 days after treatments with or without spironolactone.

### MI mouse model

MI was induced by permanent ligation of the left anterior descending coronary artery in male mice at 10 to 12 weeks of age as previously described (*61*). Briefly, after mice were anesthetized with 2% isoflurane, their hearts were extruded through a small hole made at the left thoracic fourth intercostal space. The left anterior descending coronary artery was located and ligated at a site approximately 3 mm from lower margin of the left atrial appendage using a 6-0 silk suture. After ligation, the heart was instantly put back into the chest cavity followed by manual evacuation of air and suture of muscle and skin. Sham surgeries underwent the same procedure except the coronary artery ligation.

Spironolactone (Minsheng Pharmaceuticals, Hangzhou, China) was incorporated into rodent chow diet at a concentration of 0.1 mg/g of chow. The estimated dose of spironolactone was 20 mg/kg per day, which was commonly used in rodents with MI (*62*, *63*). Mice were fed with SD or ND starting from 5 days before MI operation until the end of experiments.

### Echocardiography analysis

Transthoracic echocardiography was performed after MI using a Vevo 3100 Ultrasound system (VisualSonics, Toronto, Canada). Mice were anesthetized with 1.5% isoflurane, and the heart rate of mice was preserved at approximately 550 bpm. Two-dimensional parasternal long-axis views of the left ventricle were obtained for guided M-mode measurements of the Dd and Ds. EF and FS were measured based on M-mode images.

### Histology and morphometric analysis

Hearts were fixed with 4% paraformaldehyde for 24 hours and embedded in paraffin. Five-micrometer-thick paraffin sections were stained with Masson’s trichrome (Sigma-Aldrich, USA), 0.1% picrosirius red (Sigma-Aldrich), or wheat germ agglutinin (WGA; W32464, Thermo Fisher Scientific). The area of cardiac fibrosis and the scar size were quantified as the percentage of the positively stained area to the total area using Image-Pro Plus software. Cardiomyocyte size was measured using ImageJ software.

### Immunofluorescence staining

Immunofluorescence staining was performed as previously described (*25*). Briefly, paraffin sections of hearts were deparaffinized and rehydrated. The slides were incubated in blocking buffer at room temperature after antigen retrieval treatment, and then incubated with primary antibodies and fluorochrome-conjugated secondary antibodies sequentially. Last, the slides were counterstained with 4′,6-diamidino-2-phenylindole (DAPI).

To detect apoptosis of cardiomyocytes, cardiac sections were incubated with troponin T-C antibody (cTnT; sc-20025, Santa Cruz Biotechnology Inc., Santa Cruz, CA) followed by fluorochrome-conjugated secondary antibodies. TUNEL staining was performed using an In Situ Cell Death Detection kit (Roche) according to the manufacturer’s instructions. Last, the slides were counterstained with DAPI (D1306, Invitrogen).

### Flow cytometry

Heart tissues were analyzed by flow cytometry as previously described (*64*). Briefly, hearts were digested with digestion solution containing collagenase II (1.5 mg/ml; A004174, Worthington), collagenase IV (1.5 mg/ml; A004186, Worthington), and deoxyribonuclease I (60 U/ml; A3778, AppliChem, Lochem, Darmstadt, Germany) in Hank’s balanced salt solution. Cardiac single-cell suspensions were gained by filtering digested tissues through 70-μm cell strainers (BD Biosciences, San Jose, CA, USA). Single-cell suspensions were blocked with Fc block and then stained with CD45-PE-CY7 (103114, BioLegend), CD11b–fluorescein isothiocyanate (101205, BioLegend), CD64-allophycocyanin (139305, BioLegend), Ly6G-phycoerythrin (127607, BioLegend), and CD3-PE (100205, BioLegend). Samples were analyzed using LSRFortessa (BD Biosciences).

### Enzyme-linked immunosorbent assay

Plasma samples were collected from mice or patients and stored at −80°C. FGF21 concentrations were detected using a mouse-specific ELISA kit (MF2100, R&D Systems, Minneapolis, MN) or human-specific ELISA kit (DF2100, R&D Systems) according to the manufacturer’s instructions. IL6, IL-1β, and TNFα were measured using mouse ELISA kits (M6000B, MLB00C, and MTA00B, R&D Systems).

### Quantitative RT-PCR

Total RNA from tissues or cells was extracted using TRIzol (Thermo Fisher Scientific), and cDNA was synthesized using reverse transcription kits (Takara, Shiga, Japan) according to the manufacturer’s instructions. Quantitative PCR was performed using SYBR Green Mix (Thermo Fisher Scientific) on a LightCycler 480II (Roche). Primer sequences are listed in table S3. The level of target gene expression was normalized to the glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) gene.

### Western blotting

Total proteins were extracted from tissues or cells with radioimmunoprecipitation assay buffer containing protease inhibitors (Beyotime Biotechnology, Shanghai, China) and quantified using the BCA Protein Assay Kit (Pierce, Rockford, IL). Protein samples were separated by SDS–polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride membranes (Millipore, Bedford, MA). The membranes were immunoblotted with primary antibodies at 4°C overnight, followed by incubation with horseradish peroxidase–conjugated secondary antibodies (1:1000; Proteintech, Chicago, IL). The protein bands were visualized with an ECL detection kit (Thermo Fisher Scientific) and quantified using ImageJ software. The following primary antibodies were used: MR (1:500; ab41912, Abcam), FGF21 (1:1000; AF3057, R&D Systems), cleaved caspase-3 (1:1000; 9664S, Cell Signaling Technology), NCOR1 (1:500; 5948S, Cell Signaling Technology), anti-FLAG (1:2000; F1804, Sigma-Aldrich), HDAC1 (1:500; 39531, Active Motif), HDAC3 (1:1000; 85057S, Cell Signaling Technology), HDAC5 (1:1000; ab55403, Abcam), HDAC6 (1:500; 7612S, Cell Signaling Technology), HDAC9 (1:500; ab59718, Abcam), p-STAT3 (1:1000; 9145S, Cell Signaling Technology), STAT3 (1:1000; 9139S, Cell Signaling Technology,), α-tubulin (1:5000; T6199, Sigma-Aldrich), and GAPDH (1:5000; 5174S, Cell Signaling Technology).

### RNA-seq analysis

Mouse livers were preserved in RNAlater and sent to WuXi NextCODE (Shanghai, China) for sequencing. After RNA quality check, a sequencing library was created using TruSeq technology. Sequencing was performed on a HiSeq X Ten (Illumina). Differentially expressed genes were identified by over twofold change in gene expression with an adjusted value of *P* < 0.05. For heatmap visualization of differentially expressed genes, data were *z* score normalized. Gene set enrichment analysis (www.gsea-msigdb.org/gsea/index.jsp) was performed to identify biological processes that were differentially enriched in experimental groups. The accession number for the high-throughput RNA-seq in this paper is available in Gene Expression Omnibus dataset (RNA-seq data: GSE193516).

### Cell culture and treatment

Primary hepatocytes were isolated from 8-week-old male mice by in situ collagenase perfusion as previously described (*65*). Briefly, mouse livers were perfused with digestion media containing collagenase IV (A004186, Worthington) for 10 min, followed by purification with 50% Percoll (GE Healthcare, Marlborough, MA). Primary hepatocytes were cultured in Medium 199 (Thermo Fisher Scientific, Carlsbad, CA, USA) with 10% fetal bovine serum (FBS; Biological Industries, Kibbutz Beit-Haemek, Israel) and 1% penicillin-streptomycin (Thermo Fisher Scientific). Hepatocytes were treated with IL-6 (20 ng/ml; I9646, Sigma-Aldrich, St. Louis, MO, USA). A recombinant adenoviral vector expressing flag was constructed to make Adv-flagMR plasmid by Hanbio Company (Shanghai, China). Primary hepatocytes were isolated and cultured for 24 hours before infected with Adv-flagMR or Adv-flag (control). HEK293FT cells were obtained from Cell Bank of Chinese Academy of Sciences and cultured in Dulbecco’s modified Eagle’s medium with 10% FBS and 1% penicillin/streptomycin. Cells were maintained in a 5% CO_2_ incubator at 37°C.

### Plasmids and siRNA

A 3-kb mouse Fgf21 promoter was amplified and cloned into pGL3-basic vector (Promega) to produce the 3-kb Fgf21-luciferase plasmid. Different fragments of Fgf21 promoter were cloned into pGL3-basic vector to yield various truncated Fgf21-luciferase plasmids. Similarly, a 2-kb mouse MR promoter was cloned into the pGL3-basic vector and produced the 2-kb MR-luciferase plasmid. The sequences of the primers used to amplify these promoters are listed in table S4.

*HDAC3* siRNA, *NCOR1* siRNA, and their respective control were purchased from Santa Cruz Biotechnology Inc. Primary hepatocytes were transfected with siRNA or control using Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### Luciferase reporter assay

Luciferase assays were performed in HEK293FT cells, which were cotransfected with an empty pGL3-basic vector or the promoter constructs together with Renila plasmids using Lipofectamine 2000 (Thermo Fisher Scientific). Cells were harvested and measured with a Dual-Luciferase Reporter Assay kit (Promega, Fitchburg, WI, USA; catalog no. E1910) 48 hours after transfection.

### Co-IP and ChIP

Co-IP experiments were performed in primary hepatocytes from wild-type mice as described previously (*24*). Briefly, cells were lysed in IP lysis buffer containing protease inhibitor cocktail (P8340, Sigma-Aldrich). The cell lysates were mixed with primary antibody or normal IgG (sc-2027 or sc-2025, Santa Cruz Biotechnology), rotated overnight at 4°C, and followed by incubation with protein A/G beads (sc-2003; Santa Cruz Biotechnology Inc., Santa Cruz, CA) at 4°C for 4 hours. The supernatant of the mixture after centrifugation was used for Western blotting analysis.

For ChIP, primary hepatocytes were harvested 48 hours after infection with Adv-flagMR. ChIP experiments were performed using an EZ-ChIP kit (17–371; Millipore, Darmstadt, Germany) according to the manufacturer’s instructions. ChIP products were used for PCR analysis. The sequences of PCR primers are listed in table S5.

### Statistical analysis

All data were expressed as means ± SEM. The analysis of data was performed by Prism (GraphPad Software, La Jolla, CA). Student’s *t* test was used for pairwise comparisons. Multiple comparisons were analyzed by two-way analysis of variance (ANOVA) followed by Bonferroni posttests. Correlation analysis was performed by Pearson correlation test. A value of *P* ≤ 0.05 was considered statistically significant.

# Supplementary material for: An IL-6/STAT3/MR/FGF21 axis mediates heart-liver cross-talk after myocardial infarction
**Source:** Sci Adv. 2023 Apr 5;9(14):eade4110. doi: 10.1126/sciadv.ade4110
**Supplement:** Supplementary file 1 — Figs. S1 to S7 Tables S1 to S5

Supplementary Materials for  
**An IL-6/STAT3/MR/FGF21 axis mediates heart-liver cross-talk after  
myocardial infarction**

Jian-Yong Sun *et al.*

*Sci. Adv.* **9**, eade4110 (2023)  
DOI: 10.1126/sciadv.ade4110

**This PDF file includes:**

Figs. S1 to S7  
Tables S1 to S5

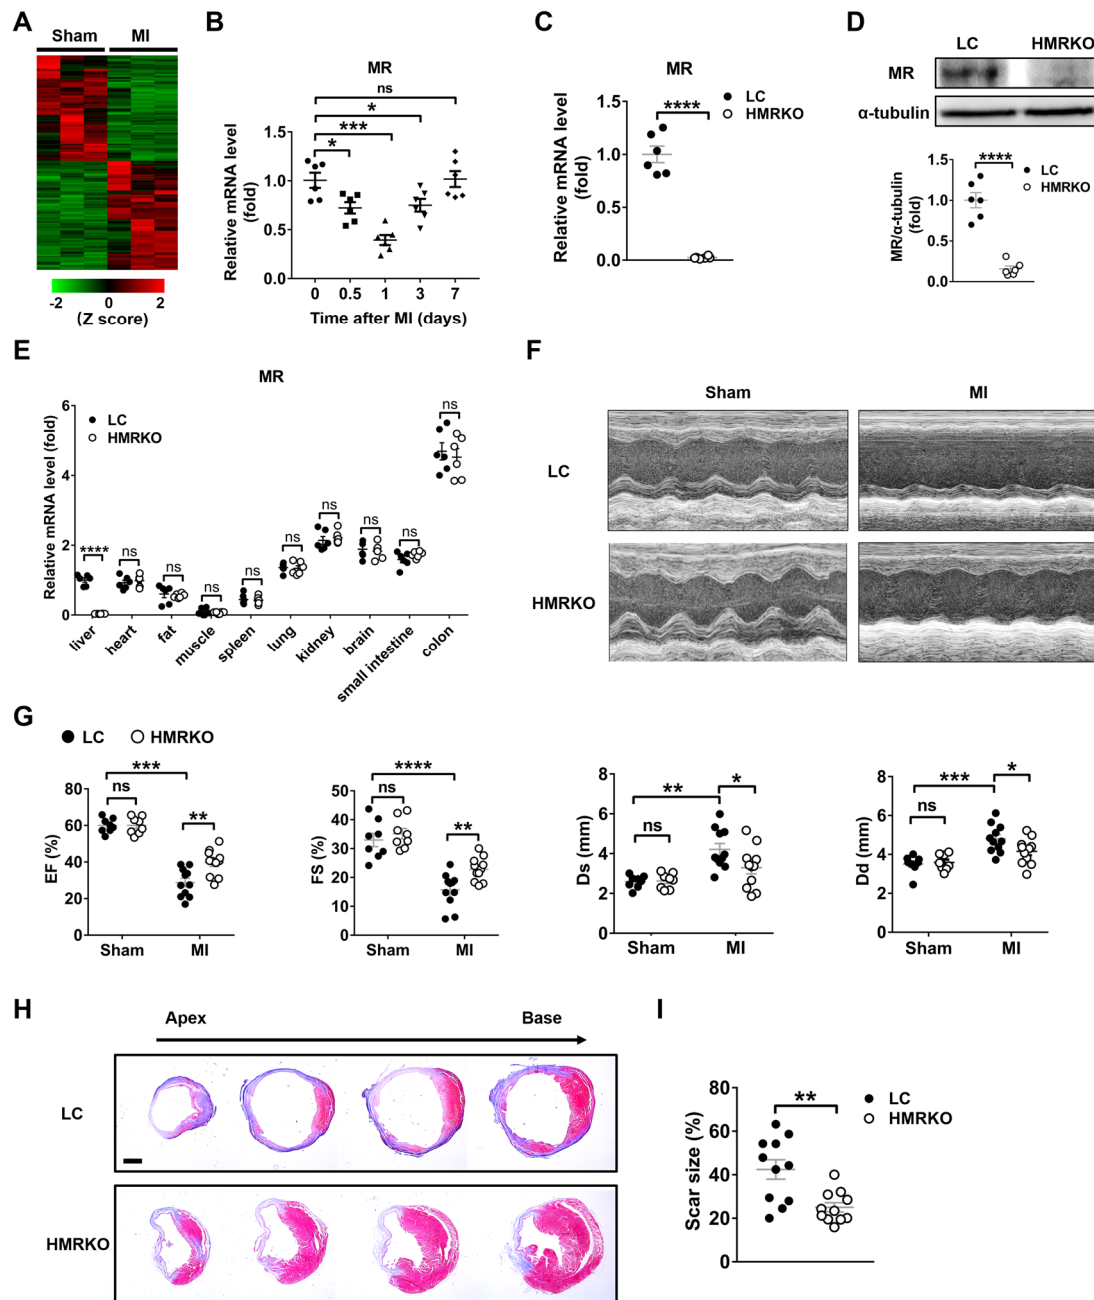

**Fig. S1. Deficiency of hepatocyte *MR* improves cardiac function and decreases scar size after MI in mice.** (A) Heatmap of RNA-seq results showing differentially expressed genes in livers 1 day after MI versus sham operation. n=3. (B) QRT-PCR analysis of *MR* gene expression in mouse livers at different time points after MI. n=6. (C) QRT-PCR analysis of *MR* gene expression in livers of littermate control (LC) and hepatocyte *MR* knockout (HMRKO) mice. n=6. (D) Western blotting analysis of MR protein expression in mouse livers. n=6. (E) QRT-PCR analysis of *MR* gene expression in different tissues of LC and HMRKO mice. n=6. (F) Representative images of echocardiography in mice 4 weeks after MI. (G) Quantifications of EF, FS, Ds, and Dd based on echocardiography. Sham n=8, MI n=11. (H) Representative Masson's trichrome staining of mouse cardiac sections 4 weeks after MI. Scale bar, 1 mm. (I) Quantification of scar size in hearts exemplified in (H). n=11. Data are represented as mean  $\pm$  SEM. ns, not significant. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, \*\*\*\* $p$ <0.0001.

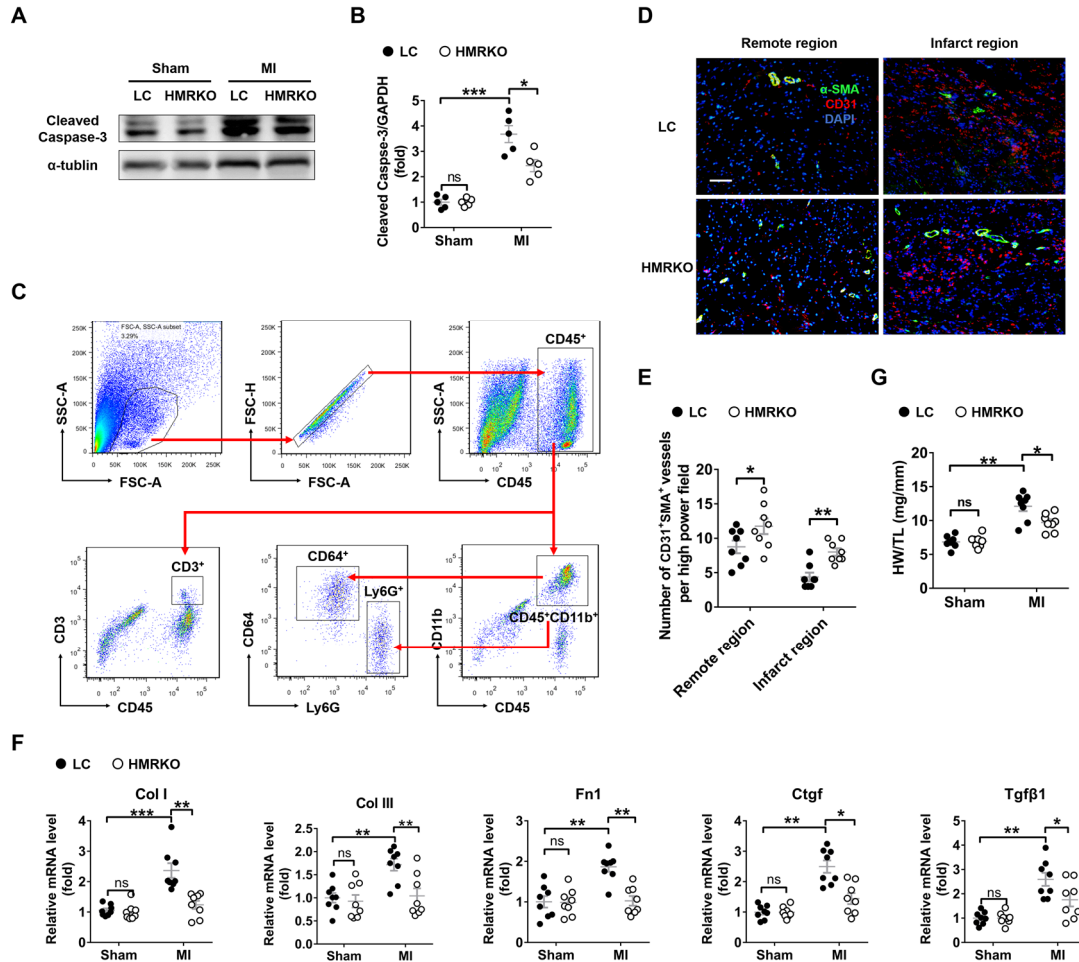

**Fig. S2. Deficiency of hepatocyte *MR* inhibits adverse cardiac remodeling after MI in mice.** (A) Western blotting analysis of cleaved caspase-3 in mouse hearts 3 days after MI. n=5. (B) Quantification of A. (C) Gating strategy for flow cytometry analysis of heart samples. (D) Representative immunofluorescence staining of  $\alpha$ -SMA and CD31 in remote regions and infarct regions of mouse heart samples 7 days after MI. Scale bar, 100  $\mu$ m. (E) Quantification of neovascularization ( $\alpha$ -SMA and CD31 dual-positive area) in remote regions and infarct regions. n=8. (F) QRT-PCR analysis of fibrogenic genes in mouse heart samples 8 weeks after MI or sham operation. n=8. (G) Heart weight to tibia length ratio (HW/TL) of mice 8 weeks after MI or sham operation. n=8. Data are represented as mean  $\pm$  SEM. ns, not significant. \*p<0.05, \*\*p<0.01.

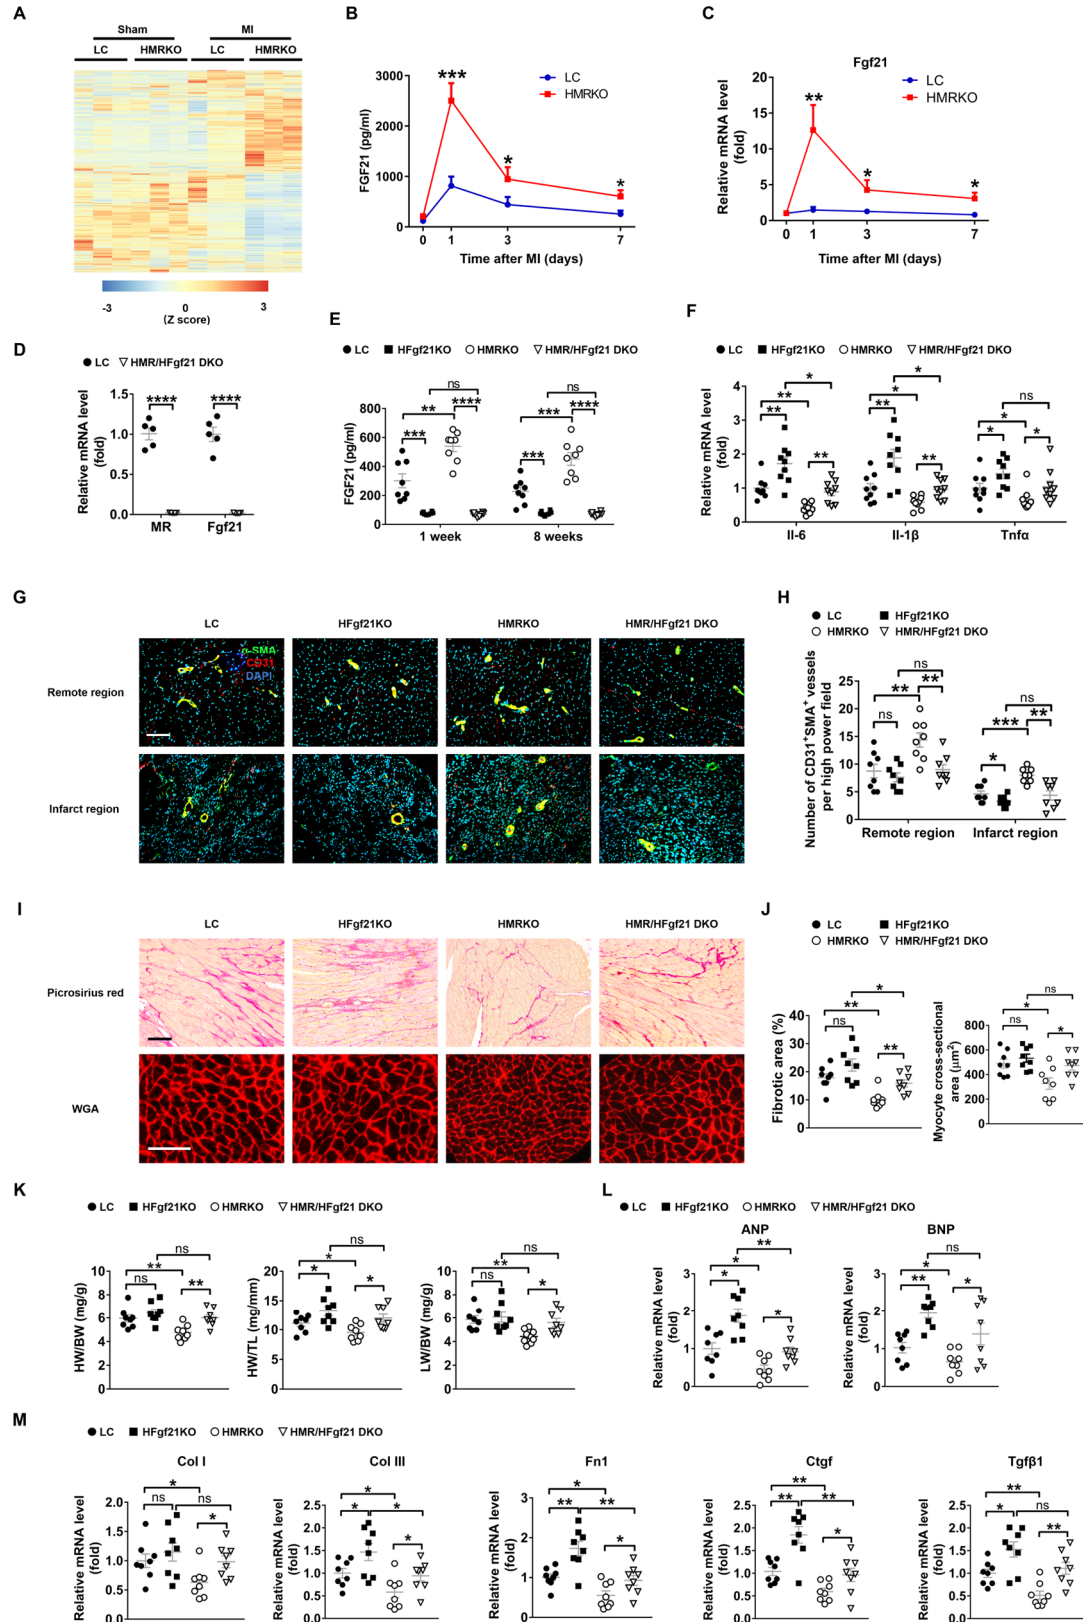

**Fig. S3. FGF21 mediates the protection of hepatocyte MR deficiency on MI.** (A) Heatmap of RNA-seq results showing differentially expressed genes in livers from LC and HMRKO mice 1 day after MI versus sham operation.  $n=3$ . (B) Plasma levels of FGF21 tested by ELISA in mice at different time points after MI.  $n=8$ . (C) QRT-PCR analysis of *Fgf21* gene expression

in mouse livers at different time points after MI. n=8. (D) QRT-PCR analysis of *MR* and *Fgf21* gene expression in mouse livers. N=5. I Plasma levels of FGF21 tested by ELISA in mice 1 week or 8 weeks after MI. n=8. (F) QRT-PCR analysis of pro-inflammatory cytokines in mouse hearts 3 days after MI, n=9. (G) Representative immunofluorescence staining of  $\alpha$ -SMA and CD31 in remote regions and infarct regions of mouse heart samples 7 days after MI. (H) Quantification of neovascularization in remote regions and infarct regions. N=8. (I) Representative Picrosirius red staining and WGA staining of non-infarct regions of mouse heart samples 8 weeks after MI. (J) Quantitative analyses of fibrotic area and cardiomyocyte size. N=8. (K) HW/BW, HW/TL, and LW/BW of mice 8 weeks after MI. n=8. (L) QRT-PCR analysis of *ANP* and *BNP* in heart samples 8 weeks after MI. n=8. (M) QRT-PCR analysis of fibrogenic gene expression in heart samples 8 weeks after MI. n=8. All scale bars, 100  $\mu$ m. Data are represented as mean  $\pm$  SEM. Ns, not significant. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

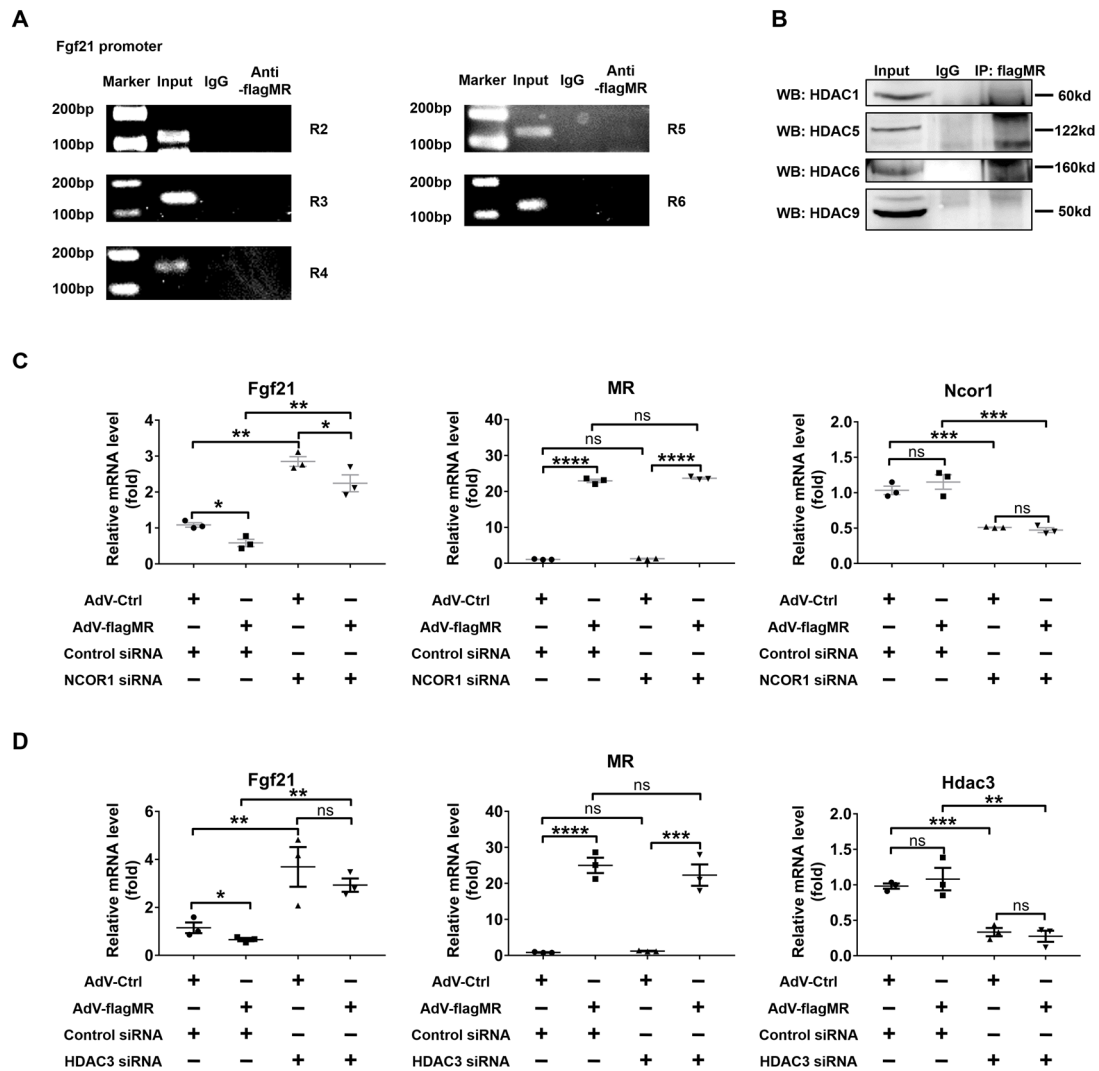

**Fig. S4. An MR-NCOR1-HDAC3 complex regulates *Fgf21* expression in hepatocytes.** (A) Gel electrophoresis images of regular PCR products using ChIP products pulled down with anti-FLAG antibody in primary hepatocytes. Primers specific to R2-R6 were used for regular PCR. (B) Co-immunoprecipitation analyses of MR and HDACs in primary hepatocytes infected with AdV-flagMR. (C) QRT-PCR analysis of *Fgf21*, *MR* and *NCOR1* gene expression in primary hepatocytes infected with AdV-Ctrl or AdV-flagMR for 24 hours, and then transfected with control siRNA or *NCOR1* siRNA for 48 hours. (D) QRT-PCR analysis of *Fgf21*, *MR* and *HDAC3* gene expression in primary hepatocytes infected with AdV-Ctrl or AdV-flagMR for 24 hours, and then transfected with control siRNA or *HDAC3* siRNA for 48 hours. Data represent three independent experiments. Data are represented as mean  $\pm$  SEM. ns, not significant. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ .

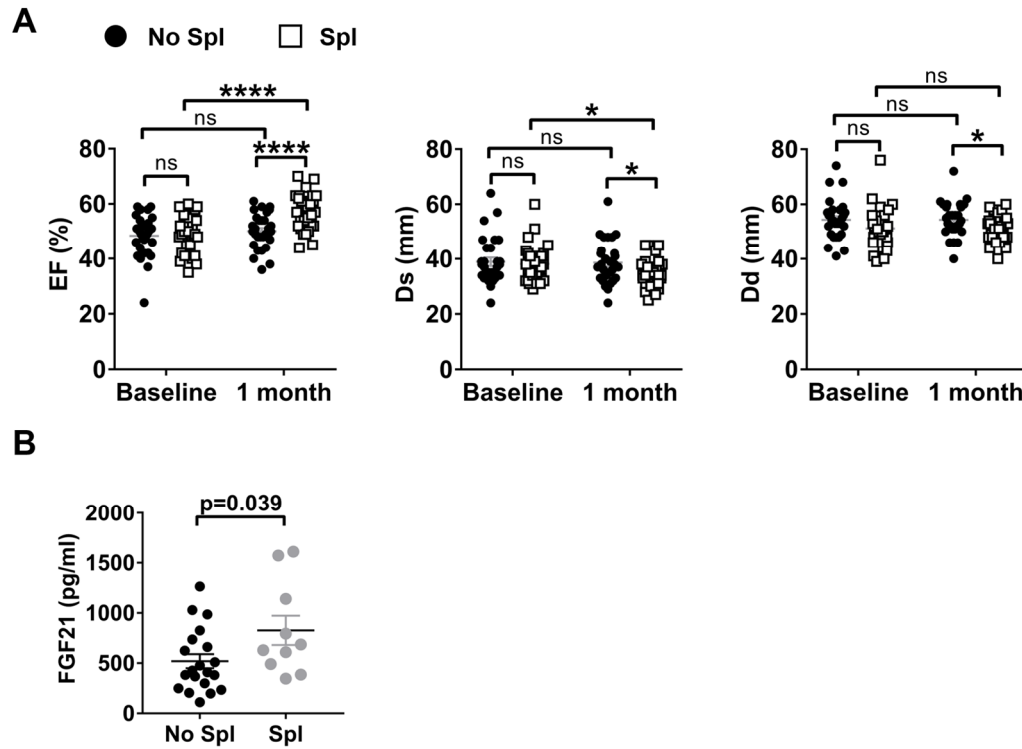

**Fig. S5. Spironolactone improves cardiac function and promotes FGF21 secretion in patients.** (A) Measurements of LVEF, LVSD and LVDD in HF patients at baseline and 1 month after treatment without or with spironolactone (Spl). n=30. Data are represented as mean  $\pm$  SEM. ns, not significant. \* $p < 0.05$ , \*\*\*\* $p < 0.0001$ . (B) Plasma levels of FGF21 tested by ELISA in MI patients 3 days after treatment without or with spironolactone (Spl). n=20:10.

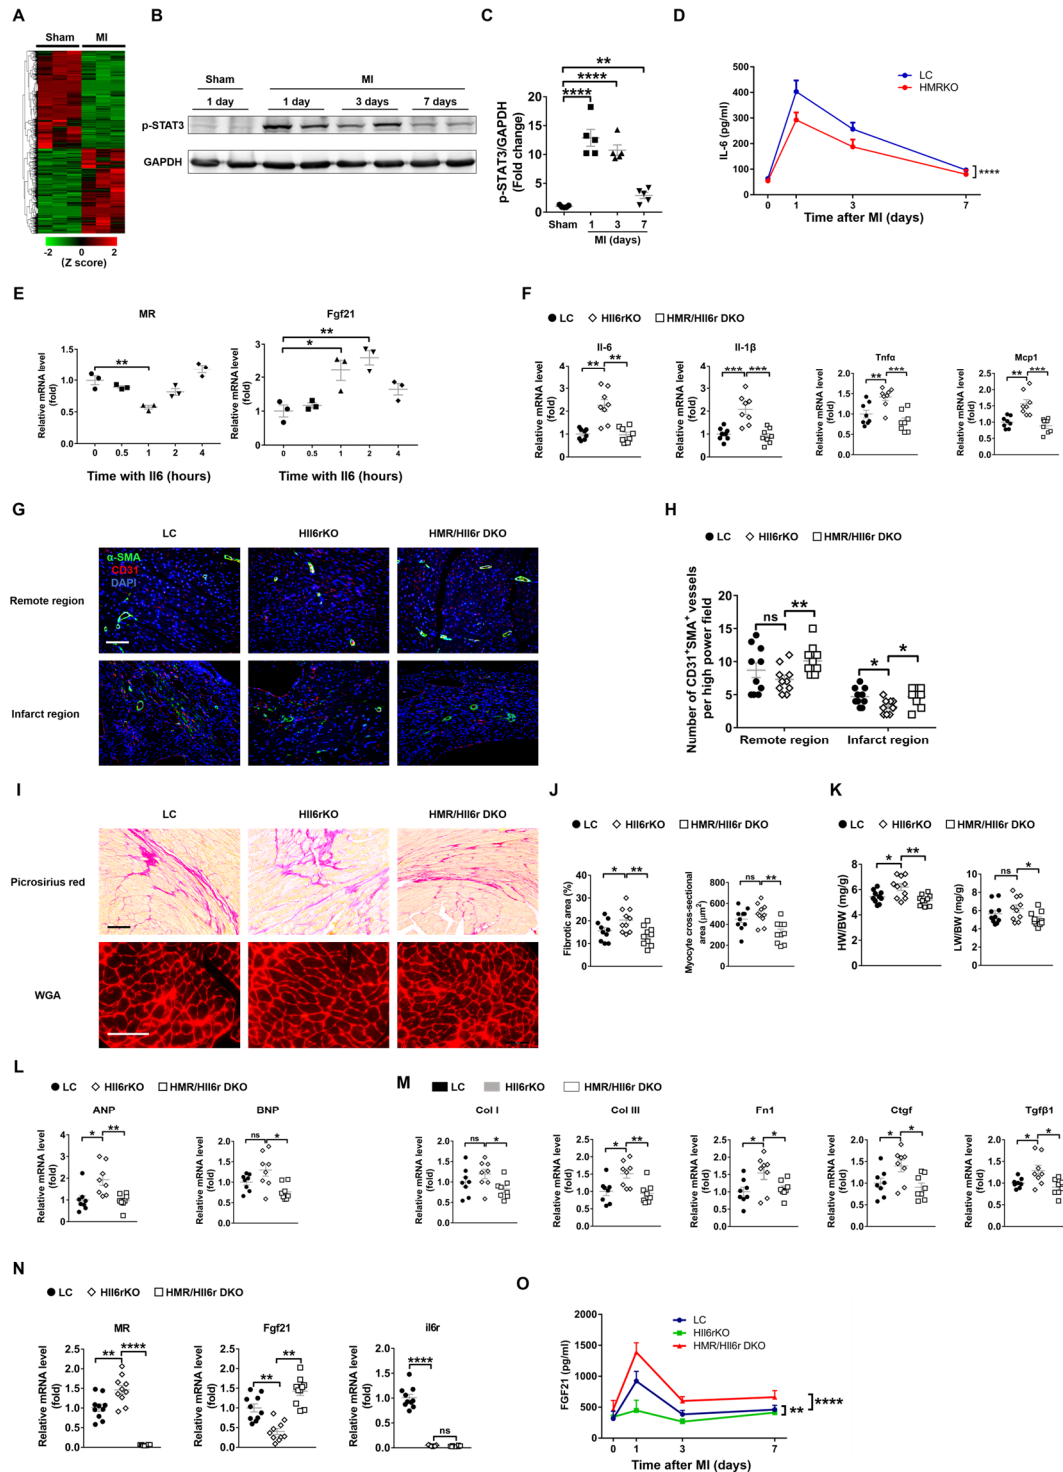

**Fig. S6. Hepatic *Il6r* suppresses *MR* expression and exerts cardioprotection after MI in mice.** (A) Heatmap of RNA-seq results showing differentially expressed genes in livers 12 hours after MI versus sham operation. n=3. (B) Western blotting analysis of p-STAT3 and GAPDH protein expression in livers of wild type mice at different time points after MI or sham operation. n=5. (C) Quantification of Western blotting results exemplified in (B). (D) Plasma levels of IL6 tested by ELISA in mice at different time points after MI. n=6~8. (E) QRT-PCR analysis of *Fgf21* and *MR* gene expression in primary hepatocytes at different time points after IL6 (20ng/ml) treatment. (F) QRT-PCR analysis of pro-inflammatory cytokines in mouse hearts

3 days after MI. n=8. (G) Representative immunofluorescence staining of  $\alpha$ -SMA and CD31 in remote regions and infarct regions of mouse heart samples 7 days after MI. (H) Quantification of neovascularization in remote regions and infarct regions. n=10. (I) Representative Picrosirius red staining and WGA staining of non-infarct regions of mouse heart samples 8 weeks after MI. (J) Quantitative analyses of fibrotic area and cardiomyocyte size. n=10. (K) HW/BW and LW/BW of mice 8 weeks after MI. n=10. (L) QRT-PCR analysis of *ANP* and *BNP* in heart samples 8 weeks after MI. n=8. (M) QRT-PCR analysis of fibrogenic gene expression in heart samples 8 weeks after MI. n=8. (N) QRT-PCR analysis of *MR*, *Il6r* and *Fgf21* gene expression in mouse livers 1 day after MI. n=10. (O) Plasma levels of FGF21 tested by ELISA in mice at different time points after MI. n=6. All scale bars, 100  $\mu$ m. Data are represented as mean  $\pm$  SEM. ns, not significant. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

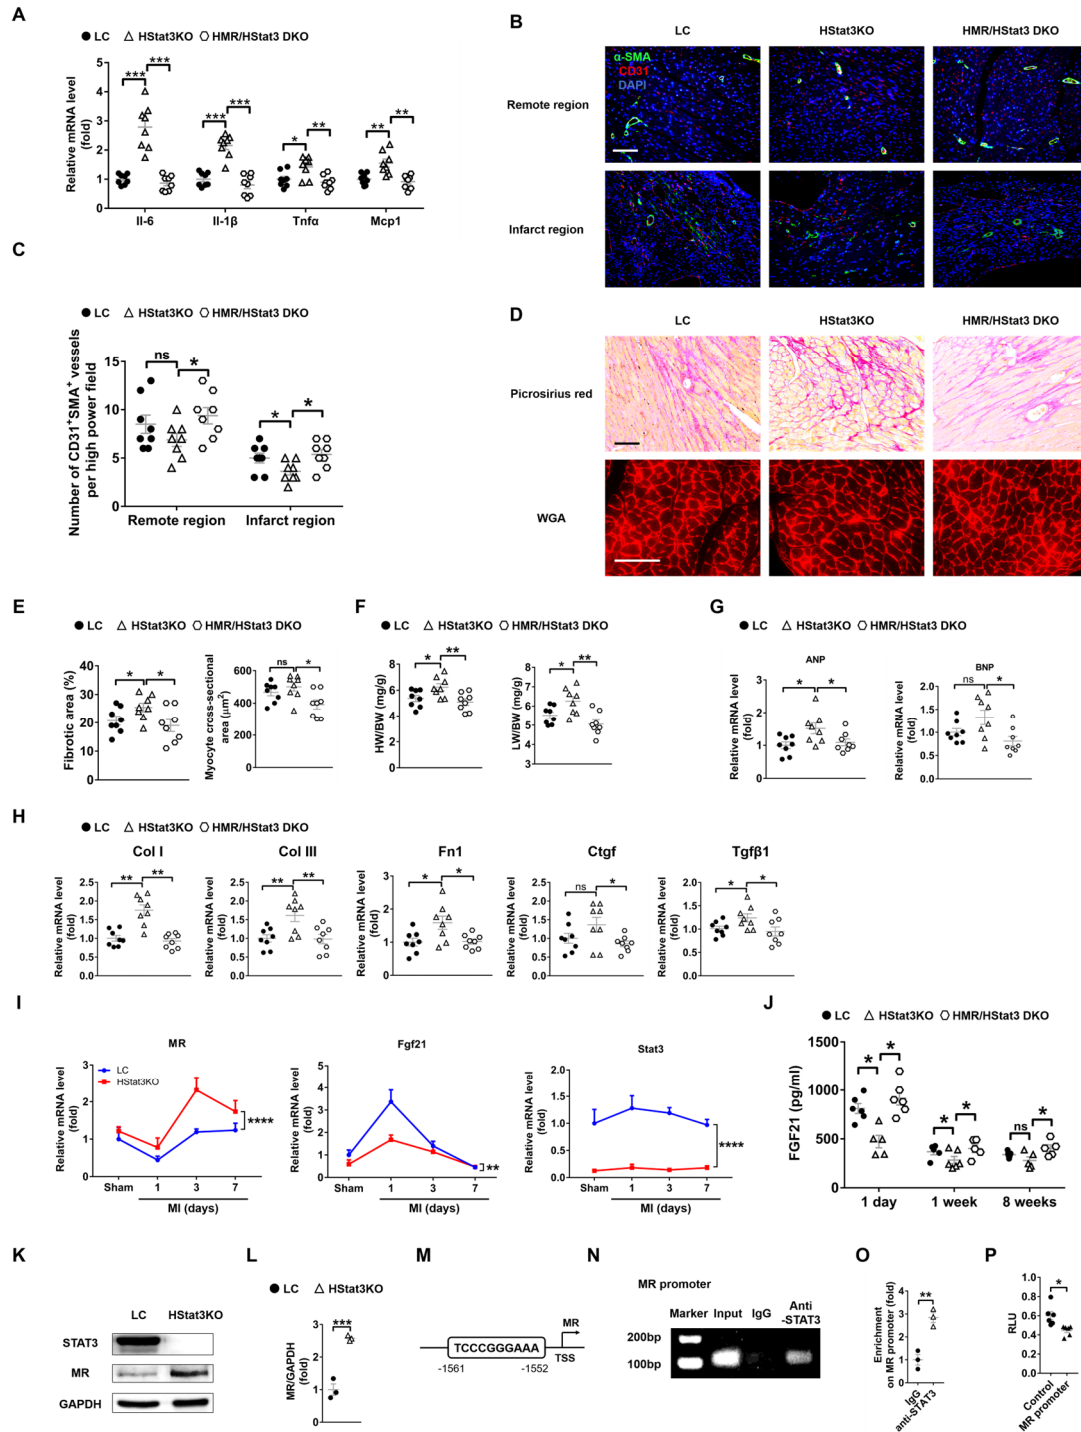

**Fig. S7. STAT3 signaling in hepatocytes suppresses *MR* expression and improves cardioprotection after MI in mice.** (A) QRT-PCR analysis of pro-inflammatory cytokines in mouse hearts 3 days after MI.  $n=8$ . (B) Representative immunofluorescence staining of  $\alpha$ -SMA and CD31 in remote regions and infarct regions of mouse heart samples 7 days after MI. (C) Quantification of neovascularization in remote regions and infarct regions.  $n=8$ . (D) Representative Picrosirius red staining and WGA staining of non-infarct regions of mouse heart samples 8 weeks after MI. (E) Quantitative analyses of fibrotic area and cardiomyocyte size.  $n=8$ . (F) HW/BW and LW/BW of mice 8 weeks after MI.  $n=8$ . (G) QRT-PCR analysis of *ANP* and *BNP* in heart samples 8 weeks after MI.  $n=8$ . (H) QRT-PCR analysis of fibrogenic gene

expression in heart samples 8 weeks after MI. n=8. (I) QRT-PCR analysis of *Fgf21*, *MR* and *Stat3* gene expression in mouse livers at different time points after MI. n=6. (J) Plasma levels of FGF21 tested by ELISA in mice at different time points after MI. n=5~7. (K) Western blotting analysis of STAT3, MR and GAPDH protein expression in primary hepatocytes from LC and HStat3KO mice. (L) Quantification of (K). (M) Schematic illustration of putative STAT3 binding regions on the promoter of mouse *MR*. (N-O) ChIP analyses showing enrichment of STAT3 on the promoter of *MR* in hepatocytes by regular PCR and gel electrophoresis (N) or QRT-PCR (O). Primers specific to mouse *MR* promoter were used for PCR. (P) Luciferase reporter assays using HEK293FT cells co-transfected with STAT3 plasmid or empty vector (Ctrl) and *MR* promoter plasmid. RLU, relative luciferase unit. Data represent three independent experiments. All scale bars, 100  $\mu$ m. Data are represented as mean  $\pm$  SEM. ns, not significant. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

**Table S1. Baseline Characteristics of Patients with Heart Failure**

| Characteristics                          | Spironolactone<br>(n=30) | No spironolactone<br>(n=30) |
|------------------------------------------|--------------------------|-----------------------------|
| Age, y                                   | 70 ± 9                   | 69 ± 8                      |
| Gender, %                                |                          |                             |
| Male                                     | 93                       | 90                          |
| Female                                   | 7                        | 10                          |
| Blood pressure, mm Hg                    |                          |                             |
| Systolic                                 | 123.9 ± 20.9             | 125.6 ± 15.38               |
| Diastolic                                | 73.3 ± 10.9              | 73.4 ± 10.6                 |
| Serum potassium<br>concentration, mmol/L | 4.0 ± 0.5                | 4.0 ± 0.4                   |
| Serum creatine<br>concentration, µmol/L  | 92.1 ± 31.5              | 85.0 ± 24.0                 |
| BNP, pg/ml                               | 413.2 ± 490.4            | 391.2 ± 394.5               |
| Time with heart failure, y               | 10.9 ± 0.6               | 11.1 ± 0.5                  |
| Medical history, %                       |                          |                             |
| Hypertension                             | 77                       | 76                          |
| Arrhythmia                               | 23                       | 20                          |
| Diabetes                                 | 33                       | 35                          |
| Medications, %                           |                          |                             |
| ACEI                                     | 73                       | 70                          |
| β-blockers                               | 97                       | 93                          |
| Diuretics                                | 77                       | 72                          |
| Aspirin                                  | 97                       | 100                         |
| Statins                                  | 100                      | 100                         |

**Table S2. Baseline Characteristics of Patients with Acute Myocardial Infarction**

| Characteristics                          | Spironolactone<br>(n=10) | No spironolactone<br>(n=20) |
|------------------------------------------|--------------------------|-----------------------------|
| Age, y                                   | 65 ± 4                   | 65 ± 3                      |
| Gender, %                                |                          |                             |
| Male                                     | 90                       | 80                          |
| Female                                   | 10                       | 20                          |
| Blood pressure, mm Hg                    |                          |                             |
| Systolic                                 | 128.8 ± 7.8              | 132.9 ± 4.7                 |
| Diastolic                                | 79.2 ± 4.9               | 82.5 ± 3.4                  |
| Serum potassium<br>concentration, mmol/L | 3.7 ± 0.3                | 3.8 ± 0.1                   |
| Serum creatine<br>concentration, µmol/L  | 120.6 ± 19.4             | 88.1 ± 8.4                  |
| BNP, pg/ml                               | 2470 ± 782.5             | 1651 ± 581.1                |
| LVEF, %                                  | 50.2 ± 3.1               | 57.2 ± 1.3                  |
| Medical history, %                       |                          |                             |
| Hypertension                             | 80                       | 60                          |
| Diabetes                                 | 40                       | 25                          |
| Medications, %                           |                          |                             |
| ACEI/ARB                                 | 100                      | 85                          |
| β-blockers                               | 100                      | 90                          |
| Aspirin                                  | 100                      | 100                         |
| Statins                                  | 90                       | 95                          |

ACEI, angiotensin converting enzyme inhibitor; ARB, angiotensin receptor blocker.

**Table S3. Primer Sequences for QRT-PCR**

| Gene                          | Forward (5'-3')           | Reverse (5'-3')            |
|-------------------------------|---------------------------|----------------------------|
| <i>MR</i>                     | TCCAAGATCTGCTTGGTGTGTGGA  | AGGCAGGACAGTTCTTTCTCCGAA   |
| <i>Fgf21</i>                  | CTCTAGGTTTCTTTGCCAACAG    | AAGCTGCAGGCCTCAGGAT        |
| <i>Il6</i>                    | TAGTCCTTCCTACCCCAATTTC    | TTGGTCCTTAGCCACTCCTTC      |
| <i>Il-1<math>\beta</math></i> | AAGAGCTTCAGGCAGGCAGTATCA  | TGCAGC TGTCTAATGGGA ACGTCA |
| <i>Tnfa</i>                   | CCCTCACACTCAGATCATCTTCT   | GCTACGACGTGGGCTACAG        |
| <i>Mcp1</i>                   | CAGCCAGATGCAGTTAACGC      | GCCTACTCATTGGGATCATCTTG    |
| <i>BNP</i>                    | CTCAAGCTGCTTTGGGCACAAGAT  | AGCCAGGAGGTCTTCCTACAACAA   |
| <i>Col I</i>                  | CCGCTGGTCAAGATGGTC        | CCTCGCTCTCCAGCCTTT         |
| <i>Col III</i>                | TCCTAACCAAGGCTGCAAGA      | GGCTGGAAAGAAGTCTGAGGAA     |
| <i>Fn1</i>                    | CAAGACCATACTGCCGAATG      | GTAGGTGACCCCTCTGGTAAG      |
| <i>Ctgf</i>                   | GGGCCTCTTCTGCGATTT        | ATCCAGGCAAGTGCATTGGTA      |
| <i>Tgfb1</i>                  | CAACAATTCTGGCGTTACCTTGG   | GAAAGCCCTGTATTCCGTCTCCTT   |
| <i>Il6r</i>                   | CCTGAGACTCAAGCAGAAATGG    | AGAAGGAAGGTCGGCTTCAGT      |
| <i>Ncor1</i>                  | CTGGTCTTTCAGCCACCATT      | CCTTCATTGGATCCTCCATC       |
| <i>Hdac3</i>                  | CCGCATCGAGAATCAGAACTC     | CCTTGTCGTTGTCATGGTCGCC     |
| <i>Stat3</i>                  | CAATACCATTGACCTGCCGAT     | GAGCGACTCAAACCTGCCCT       |
| <i>Gapdh</i>                  | ATGTTCCAGTATGACTCCACTCACG | GAAGACACCAGTAGACTCCACGACA  |

**Table S4. Primer Sequences for Amplifying Mouse *Fgf21* and *MR* Promoters**

| Name                      | 5'-3'                                         |
|---------------------------|-----------------------------------------------|
| 3.2kb <i>Fgf21</i> -luc F | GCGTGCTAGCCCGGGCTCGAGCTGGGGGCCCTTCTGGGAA      |
| 3.2kb <i>Fgf21</i> -luc R | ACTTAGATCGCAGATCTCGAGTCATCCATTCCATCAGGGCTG    |
| 3.1kb <i>Fgf21</i> -luc F | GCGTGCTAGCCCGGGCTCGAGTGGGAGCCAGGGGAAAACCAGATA |
| 3.1kb <i>Fgf21</i> -luc R | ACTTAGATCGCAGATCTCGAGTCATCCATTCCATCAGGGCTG    |
| 2.8kb <i>Fgf21</i> -luc F | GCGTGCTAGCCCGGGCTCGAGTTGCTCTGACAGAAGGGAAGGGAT |
| 2.8kb <i>Fgf21</i> -luc R | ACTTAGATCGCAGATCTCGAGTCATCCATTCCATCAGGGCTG    |
| 2.2kb <i>Fgf21</i> -luc F | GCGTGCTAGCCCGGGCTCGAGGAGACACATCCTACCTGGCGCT   |
| 2.2kb <i>Fgf21</i> -luc R | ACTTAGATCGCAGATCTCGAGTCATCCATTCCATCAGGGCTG    |
| 1.6kb <i>Fgf21</i> -luc F | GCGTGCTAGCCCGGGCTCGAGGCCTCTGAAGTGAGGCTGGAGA   |
| 1.6kb <i>Fgf21</i> -luc R | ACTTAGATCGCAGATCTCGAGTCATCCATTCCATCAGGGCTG    |
| 2.0kb <i>MR</i> -luc F    | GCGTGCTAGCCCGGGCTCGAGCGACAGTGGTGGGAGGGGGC     |
| 2.0kb <i>MR</i> -luc R    | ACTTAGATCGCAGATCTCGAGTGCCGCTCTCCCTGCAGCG      |

**Table S5. Primer Sequences for PCR Analysis of ChIP Products**

| Name                  | Forward (5'-3')       | Reverse (5'-3')          |
|-----------------------|-----------------------|--------------------------|
| <i>Fgf2l</i> Region 1 | CTGGGGGCCTTCTGGGAA    | CAGGGGCTTGCTTTTACAGTTCTA |
| <i>Fgf2l</i> Region 2 | GTAAAAAGCCTACTGCAAGTA | ATCCCTTCCCTTCTGTCA       |
| <i>Fgf2l</i> Region 3 | TGGCATCCCCAGTGCCAA    | AGCGGAGGGCTACGGAGC       |
| <i>Fgf2l</i> Region 4 | AAAGTCCGGGGCCCAGCT    | GAAGGAACCGTGGGAGAACCTT   |
| <i>Fgf2l</i> Region 5 | GAAATTCCACTTGGCTAGC   | TGAGACTGGAGCACTGACC      |
| <i>Fgf2l</i> Region 6 | AGCACCTTGAAGCTTAAAATT | CTTGGGTCTGAGGGAGGA       |
| <i>MR</i> promoter    | GGCGTGATCGATGCTGAG    | GGAGCCCCTACACACATGAA     |

How the deposited data were processed for this re-analysis (not part of the article)

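Liver RNA sequencing from 18 mice was analysed as 2 separate experiments. At 1 day after the operation there were 4 groups of 3 livers (LC + sham, LC + MI, HMRKO + sham and HMRKO + MI), and at 12 hours 2 groups of 3 livers from C57 mice (sham and MI). Groups were taken from the sample labels and the study design. The labels of the MI livers at 1 day name no operation and no label gives a time, so these were taken from the study design. Every column of values was mapped (0 were not).

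For the 1 day experiment the authors deposited raw read counts per gene under Ensembl identifiers. For the 12 hour experiment the authors deposited an estimated count, an FPKM and a TPM per gene under Entrez identifiers, with gene symbols. The FPKM values are, as deposited, scaled by the authors to transcript length and library size, and were not used for a test. The TPM values, which the authors scaled to a fixed total per library, were used for 1 alternative. The authors' notes name Bowtie2 2.2.3, HISAT2 2.1.0, TopHat2, DESeq2 and the mouse build mm9. Which of them made which values, the counting program, its annotation and its strand setting are not given in the sources used here. No coordinates are reported. Reads shared between overlapping genes, antisense genes or near-identical copies cannot be assigned further from gene counts.

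Differential expression was tested with R 4.3.3 and edgeR 4.0.16. Genes were kept by filterByExpr with its group setting (minimum count 10, minimum total count 15), libraries were scaled by TMM, and a quasi-likelihood model with 1 coefficient per group was fitted over the 12 livers at 1 day and, apart from it, over the 6 livers at 12 hours. The estimated counts were rounded first. P values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called at an adjusted p under 0.05 from edgeR and an absolute log2 fold change over 1, as in the paper's methods, and over 2 for the shared genes, as in the legend of Fig. 3A. Comparisons were LC + MI versus LC + sham, HMRKO + MI versus LC + MI, HMRKO + MI versus HMRKO + sham, HMRKO + sham versus LC + sham, the interaction of genotype and operation, and MI versus sham at 12 hours.

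Gene lists (38, of pathways, cell type markers, nuclear receptors and transcription factor families) were written from general knowledge, since the gene sets behind Fig. 6 were not analysed here. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over the lists of a comparison. An estimated correlation and fry were run beside it. Members were counted as higher or lower at an adjusted p under 0.05 from edgeR at any fold change, over all genes and over the list alone. Transcription factors were listed by families of gene symbols, because the paper's text names no source for its own list.

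Genes named in the text follow a rule. It takes genes that the paper names for the liver, including some that it only cites from earlier work, such as Xbp1, Rarb and Bmper. For each comparison it takes the 10 largest rises and 10 largest falls among genes at an adjusted p under 0.05 from edgeR whose groups do not overlap and whose higher group has a mean CPM of at least 1. It also takes each nuclear receptor and leading transcription factor that passed, and up to 6 members with the smallest p of each list described. Itga2 and Cd28, which are outside the rule, are named because they complete the genes shared by both comparisons, and Gm20594 because of its share of the counts. These 3 were chosen after their values were seen. Some genes that the rule takes are not reported here. The comparisons, tests, lists, naming rule and alternatives were fixed before the data were examined, except where the closing section says otherwise.

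Total counts per liver stand with each experiment. The spread between livers (biological coefficient of variation) was 0.209 at 1 day and 0.240 at 12 hours. The edgeR test, rather than the full calling rule, was run on simulated counts with 200 changed genes, 50 at each of 4 sizes, in 3 livers against 3. Genes were recovered at an adjusted p under 0.05, without the fold change threshold of a call. At log2 fold changes of 1, 1.5, 2 and 3, edgeR recovered 76%, 94%, 94% and 100% of them for LC + MI versus LC + sham (14079 genes, 13 unchanged genes passing). For HMRKO + MI versus LC + MI it recovered 70%, 90%, 98% and 100% (14065 genes, 9 unchanged genes passing). For MI versus sham at 12 hours it recovered 36%, 84%, 96% and 98% (12386 genes, 9 unchanged genes passing). Changes near the threshold were thus often missed in that simulation. In the real 12 hour data 52.2% of the genes tested were called, so these shares need not hold there.

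The alternatives were RLE size factors, DESeq2 1.42.0 (Wald test), no filter beyond 1 count, a stricter filter (mean count of at least 10), only the groups compared, the replicate number as a block, leaving out each replicate in turn, an unadjusted p, other fold change thresholds, an estimated correlation or fry for lists, and at 12 hours limma on log2(TPM + 1). Thinning of the MI libraries at 12 hours and an offset for transcript length and GC content were added after the data were seen. Outliers were not tested, since groups hold 3 livers. The paper's data on hearts, cultured cells, plasma and proteins were not analysed here.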

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

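The tests by thinning at 12 hours, on LC + MI replicate 1, the stress lists, transcript length, length with GC content, background reads, the 1 day response and the clock were chosen only after the results were seen.

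The response to MI differed between genotypes at 1 day, with 1441 genes past the test of the interaction of genotype and operation (565 higher, 876 lower). LC + MI replicate 1, whose mitochondrial share stands apart, also lies with the sham livers on the first principal component (−29.1, against −42.7 to −26.7 in sham livers and 15.4 and 8.32 in the other LC + MI livers). On the second component that liver is at 54.2, above the other LC + MI livers (24.5 and 26.3) and every sham liver (−29 to 1.76). A fit without it called 873 genes, 0.606 times the full number, and equal depth in all livers gave 1381 (0.958 times). These are counts from separate fits, and how many of the 1441 genes were called again was not counted. Neither thus accounts for the whole number. The number was 806 without LC + sham replicate 2 and 959 without HMRKO + sham replicate 2. HMRKO + sham replicate 2 also has a higher mitochondrial share (15.6%) than its group (10.1% and 11.6%). A stronger stress response of HMRKO livers may contribute, since 3 of 3 lists passed camera upward (acute phase 9 higher and 1 lower of 36, adjusted p = 0.000131, glucocorticoid-responsive 9 of 23, adjusted p = 1.48e-06, and unfolded protein response 5 of 23, adjusted p = 0.000131), but not with an estimated correlation (adjusted p = 0.723, 0.442 and 0.723), so it stays open. In HMRKO + sham versus LC + sham the same lists passed camera downward (adjusted p = 0.0493, 0.00201 and 0.00557, with an estimated correlation 0.648, 0.445 and 0.648, median log2 fold changes −0.17, −0.30 and −0.20), so a stronger response and a lower sham level are not told apart.

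At 12 hours 6552 genes differed between MI and sham livers. With the MI libraries thinned to the depth of the sham libraries 5039 genes were called, 0.769 times the full number. Of the 6552 genes, 4713 were called again (2255 higher and 2458 lower), so depth is not the whole cause. Spearman's rho of the log2 fold change was −0.0917 with transcript length (−0.109 to −0.0745) and −0.09998 with GC content (−0.117 to −0.0822), which alone do not clear the bound of 0.1, but with both in an offset, a test chosen afterwards, 0.881 of the genes (5771) were called again in the same direction, so length and GC bias together are not the whole cause. Background reads in the sham libraries and a response shared with 1 day could contribute and cannot be told apart: at equal depth sham libraries show 1.14 times as many genes with a read (14214.7 against 12498.7), and rho with the 1 day fold changes was 0.165 in LC and 0.520 in HMRKO livers. The sham libraries also resemble 1 day libraries less (rho 0.648 to 0.782) than the MI libraries do (0.842 to 0.949), and depth goes with the groups without overlap.

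Clock genes changed with Nr1d1 and Nr1d2 in LC livers after MI. Livers taken at different times of day could give this, since 9 of 12 clock genes (11 measured) passed and moved as a shift of phase would move them. No source used here gives the times of day, so this cannot be told apart from an effect of MI. A clock change that grows with the size of the response is left open as well: over 11 clock genes, of which 3 passed the interaction, the median log2 fold change in the interaction, signed by direction, was 0.498, under the bound of 0.5 set for it.

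Of 25 genes taken from the paper, 13 passed the interaction at any fold change (log2 fold change, adjusted p from edgeR). The 1441 genes above are instead at an absolute log2 fold change over 1, which Stat3 does not reach. Among the 13, Xbp1, Rarb and Bmper are named in the paper's text only through earlier work, not as liver RNA of its own. Calls kept without any single liver were Slc34a2 (2.89, 0.0140), Igdcc4 (2.11, 0.00925), Il6ra (1.30, 0.00405), Xbp1 (1.30, 0.0124), Nrep (−3.45, 0.0188) and Clec2h (−4.99, 0.0127, with 0, 3 and 1 reads in HMRKO + MI). In HMRKO + MI, 3 of 3 livers were above all LC + MI livers for the first 4 and below them for the last 2. Il6ra was also lower in HMRKO + sham than in LC + sham livers, as the closing paragraph gives. Its interaction therefore holds that lower sham level as well as the difference after MI. Fgf21 (2.51, 0.0323, above in 3 of 3) did not pass without LC + sham replicate 1 (0.122), LC + MI replicate 1 (0.0650) or 3 (0.0544), HMRKO + sham replicate 2 (0.0759) or 3 (0.0597), or HMRKO + MI replicate 1 (0.0615). E030018B13Rik (2.83, 0.0306, above in 3 of 3) did not pass without LC + sham replicate 2 (0.0701) or 3 (0.0618), HMRKO + sham replicate 1 (0.0536) or 3 (0.0676), or HMRKO + MI replicate 1 (0.0581) or 2 (0.0536).

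Cdkn1a (2.58, adjusted p = 0.0410 from edgeR, above LC + MI in 3 of 3 HMRKO + MI livers) did not pass without LC + sham replicate 1 (0.0990), 2 (0.0696) or 3 (0.0563), LC + MI replicate 1 (0.0842) or 2 (0.0533), or HMRKO + sham replicate 1 (0.0821), 2 (0.0627) or 3 (0.0814). Stat3 (0.88, adjusted p = 0.0327 from edgeR, above in 3 of 3) did not pass without LC + sham replicate 1 (0.0589) or 2 (0.0731), LC + MI replicate 1 (0.0537), 2 (0.0506) or 3 (0.0582), HMRKO + sham replicate 1 (0.0669) or 3 (0.0720), or HMRKO + MI replicate 1 (0.0611) or 3 (0.0626). Rarb (−1.06, adjusted p = 0.0381 from edgeR, lower after MI in 3 of 3 HMRKO livers) did not pass without LC + sham replicate 2 (0.0735) or 3 (0.0751), LC + MI replicate 1 (0.0715) or 2 (0.0635), HMRKO + sham replicate 2 (0.0831) or 3 (0.0687), or HMRKO + MI replicate 1 (0.0554), 2 (0.0851) or 3 (0.0648), or with no filter (0.0817). Bmper (3.37, adjusted p = 0.0494 from edgeR, above in 3 of 3) did not pass without LC + sham replicate 1 (log2 fold change 1.45, adjusted p = 0.484) or 2 (0.0608), LC + MI replicate 1 (0.0864) or 3 (0.0770), HMRKO + sham replicate 1 (0.0920), 2 (0.102) or 3 (0.0500), or HMRKO + MI replicate 1 (0.0914), 2 (0.0564) or 3 (0.0710), or in DESeq2 (0.0562). RP24-302M3 (2.70, adjusted p = 0.0485 from edgeR, above in 3 of 3) did not pass without LC + sham replicate 1 (0.0972), 2 (0.0601) or 3 (0.126), LC + MI replicate 1 (0.0930) or 3 (0.0664), HMRKO + sham replicate 1 (0.0902), 2 (0.0993) or 3 (0.0596), or HMRKO + MI replicate 1 (0.0720) or 3 (0.0805).

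Gm20594, a gene that the paper does not discuss, took 3.66%, 2.77% and 1.79% of the counts of the 3 sham libraries at 12 hours, above every MI library (at most 0.0659%).

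The 6 livers of a comparison can be divided in 10 ways, too few for a share under 0.05. The real division and the highest other gave 355 and 6 genes for LC + MI versus LC + sham (1 of 10 as large), 3 and 0 nuclear receptors (1 of 10), 19 and 0 transcription factors (1 of 10), 1762 and 0 genes for HMRKO + MI versus LC + MI (1 of 10), 2914 and 0 for HMRKO + MI versus HMRKO + sham (1 of 10), 4 and 1 for HMRKO + sham versus LC + sham (1 of 10), and 6552 and 0 for MI versus sham at 12 hours (1 of 10). For the minus log10 of the camera p they gave 9.14 and 9.23 for the acute-phase list and 2.58 and 3.37 for the IL-6/JAK/STAT3 list (2 of 10 each). For the interaction, 2 of 100 assignments of genotype within operation gave as many genes, the real one (1441) and one with 1915. The 7 others that keep the genotypes of all MI livers gave 285 to 1915, and the 92 that mix genotypes among the MI livers gave at most 1, so most assignments could not reach the real number and 2 of 100 does not exclude chance for the interaction itself.

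At an absolute log2 fold change over 1, 42 higher and 33 lower genes were shared by LC + MI versus LC + sham and HMRKO + MI versus LC + MI. Independent lists of these sizes would share 9.43 and 11.6. The 20 simulations with unchanged groups shared none. Unchanged groups give few calls in either comparison, so this was bound to happen and sets no chance level. In 100 assignments of the 9 livers only the real one (1 of 100) gave as many, with 42, 33, and at a log2 fold change over 2, 11 and 4, against at most 0 in the others. Groups that mix the real ones call few genes in either comparison (at most 6 and 0 in the divisions above), so the others were bound to share none and the share of 1 of 100 does not exclude chance. The correlation of the fold changes was 0.0105 against −0.496 in the simulations (−0.541 to −0.476), and the covariance 0.00526 against −0.0594, a difference of 0.0647. The LC + MI livers enter both comparisons with opposite signs, in the simulations too, and 3 livers cannot be divided. The simulations hold no changed genes, and changes in only 1 comparison would also make the correlation less negative. Whether the simulated spread matches that of the LC + MI livers, of which replicate 1 lies apart, was not tested. The correlation and covariance therefore do not establish a shared response. The shared higher genes numbered 25 without LC + sham replicate 2, 20 without LC + sham replicate 3, 21 without LC + MI replicate 2 and 22 without LC + MI replicate 3. The shared lower genes numbered 18 and 12 without LC + sham replicates 2 and 3, and 57, 8 and 6 without LC + MI replicates 1, 2 and 3.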

How the results depend on the processing

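Thinning and the length and GC offset at 12 hours are tests chosen after the results were seen. In simulated counts edgeR recovered 36% of changes at a log2 fold change of 1 for the 12 hour comparison, by its adjusted p alone. At 1 day it recovered 76% for LC + MI versus LC + sham and 70% for HMRKO + MI versus LC + MI. Whether depth or the spread between livers sets these limits was not tested. Of 3962 values of single genes under the alternatives, 3677 kept direction and call, 284 lost the call and 1 reversed: Hdac3 at 12 hours was at −0.035 with limma on log2(TPM + 1) (adjusted p = 0.888). The stricter filter, RLE size factors, the replicate block, thinning and the offset kept the direction and call of each main result they were run on, with counts within 1.5 times. For the values below the cause was not tested, apart from changed thresholds, which act by construction.

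Counts are given as higher and lower. With no filter, LC + MI versus LC + sham gave 314 and 290, HMRKO + sham versus LC + sham 76 in all, transcription factors 30 and shared lower genes 69. With only the groups compared, the same comparisons gave 118 and 89 and 1 in all, shared genes 25 and 14 (7 and 1 at log2 over 2), and Nr3c2 −1.18 without a call (adjusted p = 0.0700). DESeq2 gave 241 lower genes in LC + MI versus LC + sham, 35 between sham groups and 57 shared lower genes. At an unadjusted p, counts were 439 and 384, 248 between sham groups, 2267 in the interaction, 41 transcription factors, and 89 and 76 shared (17 higher at log2 over 2). At log2 over 2 they were 61 and 38, HMRKO + MI versus LC + MI 116 and 291, HMRKO + MI versus HMRKO + sham 830, sham groups 1, interaction 397, 12 hours 925 and 1868, nuclear receptors 1, transcription factors 4, and shared genes 11 and 4. With no fold change threshold they were 382 and 332, 2089 and 2311, 6237, interaction 2175, nuclear receptors 6, transcription factors 31, and shared genes 78 and 71. At 12 hours limma on log2(TPM + 1) gave 1227 higher genes, and with an estimated correlation the lists had adjusted p = 0.598 (IL-6/JAK/STAT3) and 0.502 (acute phase) from camera.

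Leaving out each replicate of the groups compared gave 96 to 275 higher and 43 to 280 lower genes in LC + MI versus LC + sham, 417 to 775 and 636 to 1235 in HMRKO + MI versus LC + MI, 2724 to 2921 in HMRKO + MI versus HMRKO + sham, 0 to 2 between sham groups, 806 to 1700 in the interaction, 2558 to 3349 and 2921 to 3259 at 12 hours, 2 to 4 nuclear receptors, 12 to 24 transcription factors, 20 to 44 and 6 to 57 shared genes, and 5 to 15 and 0 to 8 at log2 over 2. Log2 fold changes ranged over −1.49 to −1.002 (Nr3c2 after MI), 1.99 to 3.11 and 2.36 to 3.16 (Fgf21, LC after MI and between genotypes) and −1.04 to −0.74 (Nr3c2, sham groups), and the camera adjusted p over 0.00375 to 0.00883 and 1.81e-09 to 1.84e-07 (IL-6/JAK/STAT3 and acute phase).

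The labels share only replicate numbers. With a replicate block the counts were 204 and 153, 643 and 1055, 2871, 3 between sham groups, 1323 in the interaction, and 3196 and 3317 at 12 hours, with no call of Nr3c2, Fgf21 or the 2 lists changed. The adjusted p from edgeR was then 0.0652 (Cdkn1a), 0.0548 (Rarb), 0.0839 (Bmper) and 0.0692 (RP24-302M3) in the interaction, 0.0600 (Pparg and Il6ra), 0.0518 (Tpm2) and 0.0637 (AA986860) between sham groups, 0.0629 (Il6ra) in LC livers after MI, 0.0826 (Gm13233) between genotypes after MI and 0.0502 (Hdac3) at 12 hours, so of the 4 genes called between sham groups only Osbpl3 passed with the block. Same-numbered livers correlated over 0.1 in 3 of 18 pairs at 1 day (−0.171 to 0.182) and 0 of 3 at 12 hours (−0.0890 to 0.0236). The fit to only the groups compared gives no interaction, and limma on normalized values was not run at 1 day.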

Differences from the paper's values

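None of the tests in this part was chosen after the result was seen. The paper counts 30 differentially expressed transcription factors in LC livers after MI, and 19 were found here, over a list by families of gene symbols, since the paper's text names no source. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with no filter (30), DESeq2 (27), the stricter filter (21), a replicate block (20), an unadjusted p (41), no fold change threshold (31), and without LC + sham replicate 1 (21) or LC + MI replicate 1 (24). It was not with RLE size factors (19), only the groups compared (13), a log2 fold change over 2 (4), or without LC + sham replicate 2 (13) or 3 (15) or LC + MI replicate 2 (12) or 3 (13).

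For all differentially expressed genes in that comparison the paper gives 518 and 355 were found here, and DESeq2 gave 516. Where the paper calls Fgf21 the only one of its shared genes that encodes a secreted protein, Enho, which encodes the secreted peptide adropin, is among the same genes. The call of Enho is not stable: in LC livers after MI (log2 fold change −2.09, adjusted p = 0.0482 from edgeR) it did not pass without LC + sham replicate 1 (0.122), 2 (0.0970) or 3 (0.0570), LC + MI replicate 2 (0.160) or 3 (0.168), or in a fit to the LC livers alone (0.0886), and between genotypes after MI (adjusted p = 0.0306 from edgeR) not without LC + MI replicate 1 (log2 fold change −1.09, adjusted p = 0.189) or HMRKO + MI replicate 1 (0.0650) or 3 (0.101). Where Fig. 6A puts the acute inflammatory response first at 12 hours, the smallest camera p here belonged to the unfolded protein response list (22 of 23 genes higher, adjusted p = 1.27e-13), ahead of the acute-phase list (30 of 36 genes higher, adjusted p = 1.3e-08), over other gene sets than the paper's. With an estimated correlation neither passed camera (adjusted p = 0.491 and 0.502). Lists that came ahead of both without passing included the glucocorticoid-responsive list (adjusted p = 0.209). The lists of gluconeogenesis and amino acid breakdown and of hepatocyte markers (adjusted p = 0.325 each) also came ahead without passing.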

Other observations

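No test in this part was chosen after the result was seen. In HMRKO livers 1293 genes were higher and 1621 lower 1 day after MI than after sham operation. Of 26 ribosomal protein genes 10 were higher (10 when adjusted over the list alone, adjusted p = 0.0189 from camera, adjusted p = 0.767 with an estimated correlation). Of 15 mitochondrially encoded genes 4 were lower (3 when adjusted over the list alone), and that list did not pass camera (adjusted p = 0.145). Genes of the unfolded protein response rose, 17 of 23 (17 when adjusted over the list alone, adjusted p = 5.98e-10 from camera, adjusted p = 0.405 with an estimated correlation). Hsp90b1, an endoplasmic reticulum chaperone gene, had a log2 fold change of 2.59 (standard error 0.32, adjusted p = 8.66e-05 from edgeR), with 3 of 3 livers after MI above all sham livers. Of 36 acute-phase genes 20 rose and 3 fell (21 and 3 when adjusted over the list alone, adjusted p = 1.02e-08 from camera, adjusted p = 0.193 with an estimated correlation), among them Serpina3n (log2 fold change 3.20, standard error 0.22, adjusted p = 3.72e-06 from edgeR, higher in 3 of 3). Of 23 glucocorticoid-responsive genes 16 rose and 1 fell (16 and 1 when adjusted over the list alone, adjusted p = 5.51e-07 from camera, adjusted p = 0.193 with an estimated correlation), among them Fkbp5, a cochaperone of steroid receptors (log2 fold change 2.56, standard error 0.38, adjusted p = 0.000312 from edgeR, higher in 3 of 3).

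Interferon-stimulated genes fell in HMRKO livers after MI, 25 of 32 (26 when adjusted over the list alone, adjusted p = 1.02e-08 from camera, adjusted p = 0.394 with an estimated correlation). Isg15, a ubiquitin-like protein induced by interferon, had a log2 fold change of −1.73 (standard error 0.24, adjusted p = 0.000192 from edgeR, lower in 3 of 3). Of 11 neutrophil markers 7 rose (7 when adjusted over the list alone, adjusted p = 0.00165 from camera, adjusted p = 0.405 with an estimated correlation), among them Retnlg (log2 fold change 4.72, standard error 0.72, adjusted p = 0.000343 from edgeR, higher in 3 of 3), and of 11 lymphocyte markers 5 fell (5 when adjusted over the list alone, adjusted p = 0.0189 from camera, adjusted p = 0.405 with an estimated correlation). Of 49 genes of xenobiotic metabolism 21 fell and 4 rose (21 and 4 when adjusted over the list alone, adjusted p = 0.00627 from camera, adjusted p = 0.535 with an estimated correlation), among them the cytochrome P450 gene Cyp2a5 (log2 fold change −3.36, standard error 0.42, adjusted p = 0.000102 from edgeR, lower in 3 of 3). Of 26 bile acid and transporter genes 11 fell and 2 rose (12 and 2 when adjusted over the list alone, adjusted p = 0.0421 from camera, adjusted p = 0.535 with an estimated correlation), with Abcg5, a sterol transporter gene, at −2.02 (standard error 0.28, adjusted p = 0.000196 from edgeR, lower in 3 of 3). Clock genes fell in 10 cases and rose in 4 of 22 (10 and 4 when adjusted over the list alone, adjusted p = 0.00909 from camera, adjusted p = 0.193 with an estimated correlation), with the clock gene Per3 at −2.08 (standard error 0.14, adjusted p = 3.72e-06 from edgeR, lower in 3 of 3).

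At 12 hours after MI, Nr3c2 was at 1.08 ± 0.544 CPM and at 1.80 ± 0.623 CPM after sham operation (log2 fold change −0.74, standard error 0.58, adjusted p = 0.277 from edgeR, groups overlapping). Its 3, 3 and 7 reads in sham livers and 7, 17 and 23 after MI are too few to read this as no change. Fgf21 had a log2 fold change of 4.05 (standard error 0.61, adjusted p = 0.000199 from edgeR, higher in 3 of 3), from 0, 1 and 9 reads in sham livers and 435, 206 and 355 after MI, and 6.57 without sham replicate 3, so its size is uncertain. Nr1d2 was higher after MI, at 32.9 ± 2.17 CPM against 17.6 ± 2.61 CPM (log2 fold change 0.89, standard error 0.20, adjusted p = 0.00287 from edgeR, higher in 3 of 3), but did not pass in limma on log2(TPM + 1) (0.25, adjusted p = 0.310), and Nr1d1 was lower, at 38.9 ± 24.2 CPM against 142 ± 5.40 CPM (log2 fold change −1.86, standard error 0.38, adjusted p = 0.00149 from edgeR, lower in 3 of 3). With 2, 2 and 1 reads in sham livers and 377, 856 and 478 after MI, Bmper had one of 5.77 (standard error 0.52, adjusted p = 9.41e-06 from edgeR, higher in 3 of 3). Of 27 cell cycle genes 15 fell and 3 rose (15 and 3 when adjusted over the list alone, adjusted p = 0.0028 from camera, adjusted p = 0.502 with an estimated correlation), among them Birc5, which encodes survivin (log2 fold change −3.88, standard error 0.30, adjusted p = 5.09e-06 from edgeR, lower in 3 of 3). Interferon-stimulated genes fell in 18 cases and rose in 1 of 30 (18 and 1 when adjusted over the list alone, adjusted p = 0.00432 from camera, adjusted p = 0.491 with an estimated correlation). Of 42 genes of PPARα targets and fatty acid oxidation 25 rose and 3 fell (25 and 3 when adjusted over the list alone, adjusted p = 0.00419 from camera, adjusted p = 0.697 with an estimated correlation), with Cd36, a fatty acid transporter gene, at 3.25 (standard error 0.41, adjusted p = 6.09e-05 from edgeR, higher in 3 of 3).

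Il6ra was at 20.3 ± 1.76 CPM in HMRKO + sham and 39.5 ± 3.00 CPM in LC + sham livers (log2 fold change −0.96, standard error 0.13, adjusted p = 0.0415 from edgeR, lower in 3 of 3). That difference was under the fold change threshold, and its adjusted p from edgeR was 0.110, 0.214 and 0.0539 without LC + sham replicates 1, 2 and 3, and 0.0853, 0.102 and 0.139 without HMRKO + sham replicates 1, 2 and 3, and 0.0711 in a fit to the sham-operated livers alone.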
